# Gene expression profiling of aging reveals activation of a p53-mediated transcriptional program

**DOI:** 10.1186/1471-2164-8-80

**Published:** 2007-03-23

**Authors:** Michael G Edwards, Rozalyn M Anderson, Ming Yuan, Christina M Kendziorski, Richard Weindruch, Tomas A Prolla

## Abstract

**Background:**

Aging has been associated with widespread changes at the gene expression level in multiple mammalian tissues. We have used high density oligonucleotide arrays and novel statistical methods to identify specific transcriptional classes that may uncover biological processes that play a central role in mammalian aging.

**Results:**

We identified 712 transcripts that are differentially expressed in young (5 month old) and old (25-month old) mouse skeletal muscle. Caloric restriction (CR) completely or partially reversed 87% of the changes in expression. Examination of individual genes revealed a transcriptional profile indicative of increased p53 activity in the older muscle. To determine whether the increase in p53 activity is associated with transcriptional activation of apoptotic targets, we performed RT-PCR on four well known mediators of p53-induced apoptosis: *puma*, *noxa*, *tnfrsf10b *and *bok*. Expression levels for these proapoptotic genes increased significantly with age (P < 0.05), while CR significantly lowered expression levels for these genes as compared to control fed old mice (P < 0.05). Age-related induction of p53-related genes was observed in multiple tissues, but was not observed in young SOD2^+/- ^and GPX4^+/- ^mice, suggesting that oxidative stress does not induce the expression of these genes. Western blot analysis confirmed that protein levels for both p21 and GADD45a, two established transcriptional targets of p53, were higher in the older muscle tissue.

**Conclusion:**

These observations support a role for p53-mediated transcriptional program in mammalian aging and suggest that mechanisms other than reactive oxygen species are involved in the age-related transcriptional activation of p53 targets.

## Background

Aging in skeletal muscle is characterized by loss of motor neurons, variations in size and type of muscle fibers, infiltration of fat and connective tissue, and a overall decrease in muscle mass (sarcopenia) [1]. Sarcopenia, the leading cause of frailty and disability in the elderly, has also been linked to other age-associated pathology, such as osteoporosis and impaired thermoregulation [2-5]. Several biological processes, such as an increase in inflammatory cytokines and a decrease in sex and growth hormones with age [6-8], have been suggested as contributing factors to the aging of skeletal muscle. At the cellular level, older muscle is associated with decreased protein synthesis [9], an increase in DNA, protein and lipid oxidation [10,11], and the accumulation of mitochondrial abnormalities [12].

Several studies have employed microarray technology to uncover changes in gene expression that accompany aging in skeletal muscle of mice [13], rats [14], monkeys [15] and humans [16,17]. When taken as a whole, results obtained from these studies suggest that the expression of genes indicative of cellular damage, such as those involved in the stress or inflammatory response, increase with age, while expression of metabolic and biosynthetic genes decrease with aging. We had previously investigated age-related changes in gene expression of mouse gastrocnemius tissue using high density oligonucleotide arrays [13], but our study was limited by low sample number (3 mice per age group), an arbitrary fold change criteria (> 1.5 fold difference) with no statistical analysis to determine differentially expressed genes, and a limited survey of genes expressed in the mouse genome (6347 transcripts). We therefore decided to expand our initial investigation using a larger sample size (5 mice per age group), a stringent statistical criteria to determine differentially expressed genes [posterior probability (PP) > 0.90], and a greater representation of the mouse genome (22,690 transcripts). Our current microarray study of young and old C57BL/6NHsd mice supports previous findings on specific transcript classes differentially expressed with aging and also suggests that increased p53 activity in skeletal muscle of older animals may contribute to aging phenotypes. Caloric restriction, which extends the life span of this strain of mice by approximately 40%, prevents the majority of the changes in gene expression observed in the older mice under the control diet.

## Results

### General

We used an empirical Bayes (EB) hierarchical modeling approach called EBarrays to identify 712 genes differentially expressed [posterior probability (PP) > .90] in old mouse gastrocnemius tissue [see additional file 1]. 

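RNA from the gastrocnemius, a calf muscle made mostly of fast fibers, was measured in 15 male C57BL/6NHsd mice, with 1 array per mouse. The groups were 5 young mice (5 months), 5 old mice (25 months) on the control diet and 5 old mice (25 months) on CR. Messenger RNA was purified from total RNA, copied to biotin-labelled cRNA and hybridized to the MOE430A array, on which each transcript is read by 1 or more sets of short probes lying near its 3' end. The deposited table holds 22690 probe sets per array as linear intensity from 0.119 upwards, and the mean of each array after trimming 2% of the values at each end is 500.0. The 15 arrays have different quartiles, with medians of 209.1 to 243.5 in the young, 200.6 to 223.5 in the old and 213.2 to 230.1 in the old CR mice. These are the properties of values scaled array by array, so the table includes that scaling and does not hold the quantile-normalized RMA values that the methods describe. The detection calls with which the paper reduced its probe sets to 10892 were not used here. In their place, the 10892 probe sets with the highest mean over the 15 arrays were taken as an alternative. All values were converted to log2 with no pseudocount, the 64 control probe sets were left out, and the other 22626 were fitted with limma, with the 3 groups in 1 model. Probe sets were called at an adjusted p (Benjamini-Hochberg) under 0.05. A probe set was named by the platform annotation, which gave 1 gene symbol for 20393 probe sets, several for 691 and none for 1606. Of simulated probe sets given a 2-fold age difference, 43% were recovered over all 22626 probe sets and 86.3% among the brightest 10892. Gene lists, fixed before the data were examined, were tested with camera at a preset correlation of 0.01 between genes, on the brightest probe set of each gene. With an estimated correlation, none of the lists called below kept its call. The number of arrays limits the precision of every value. Values are given as mean intensity ± SD over 5 mice per group, and log2 differences with their standard error (SE).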

There are a number of advantages to our statistical approach. The main ones are the ability to combine information across genes and the dual nature of posterior probabilities. The posterior probabilities quantify evidence in favor of differential expression; however, unlike classic p-values, they can also be used to measure evidence in favor of equivalent expression. Measurements taken from gastrocnemius tissue from a group of old mice on caloric restriction (CR, n = 5), a regimen previously shown to increase lifespan and retard aging parameters in mice, was used as a negative control to aging. There were 311 genes with higher expression in the young animals and 401 genes with greater expression in the old. 

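In old muscle 27 probe sets rose and 33 fell against young muscle at an adjusted p under 0.05 from limma. Pde4b, which encodes an enzyme that breaks down cyclic AMP, rose from 1070 ± 171 in young to 2260 ± 161 in old mice (SD, n = 5 each), a log2 difference of 1.09 (SE 0.14, adjusted p = 0.015); its other probe set had 0.52 (adjusted p = 0.0804) and was not called. Amy1, an amylase gene, rose from 449 ± 131 to 1120 ± 146, a log2 difference of 1.35 (SE 0.19, adjusted p = 0.015). Actc1, the cardiac form of actin, fell from 12300 ± 4910 to 2820 ± 1190, a log2 difference of -2.16 (SE 0.38, adjusted p = 0.0417). Of the 10 largest rises and the 10 largest falls with no overlap between the groups, 13 came from dim probe sets outside the 10892 brightest, such as Panx1, a channel protein (log2 2.12), and Tmem183a, a membrane protein (log2 -2.99, with -0.13 and -0.40 at 2 brighter probe sets that were not called). Among the 60 called probe sets, 46 had 1 gene symbol and no overlap between the 5 young and the 5 old values, which chance gives to 0.794% of unselected probe sets, and which the choice of called probe sets makes frequent. Of the 712 probe sets of the paper's list, 709 were tested, 707 of which differed in the listed direction. At an unadjusted p under 0.05, 538 passed, 30 were called over all probe sets, and 508 were called when adjusted over the list alone, although the paper chose the list on these samples, so this is not independent evidence of its direction. With each array centered on its median, 72.7% of the calls were rises (32 rose and 12 fell), against 45.0% without centering. With only young and old mice in the fit, 5 rose and 1 fell. A covariate was added after seeing the data, the mean 3' minus 5' log2 difference of the Gapdh and Actb control probe sets. With it none was called (1453 at an unadjusted p under 0.05 from limma). Among the brightest 10892 probe sets, 251 rose and 345 fell, of which 267 were on the paper's list. The paper's model, refitted to those probe sets at a PP above 0.90, gave 180 higher and 373 lower in old mice, of which 297 were on the paper's list. Along the difference between the other young and the old arrays over the paper's list, young replicate 3 lay at 0.76, where 0 was the mean of the other young and 1 the mean of the old mice; the other young mice lay between -0.05 and 0.12. Over the 401 probe sets that are higher in old mice it lay at 0.21, within the range of the other young mice (up to 0.23), so the position rested on the probe sets that are lower. Leaving out young replicate 3 gave 1067 called probe sets (334 rose and 733 fell, 341 of them on the list), among them all 60, and leaving out young replicate 1 gave none from limma, with 3090 at an unadjusted p under 0.05. The count was 11 without young replicate 2, 9 without young replicate 4, 8 without young replicate 5, 10, 32, 14 and 28 without old replicates 2, 3, 4 and 5, and 28, 18, 14 and 31 without old CR replicates 3, 5, 6 and 7, and the calls on the list then numbered between 4 and 15. The call of Actc1 held only without young replicate 3 or old CR replicate 2 or 3, and ended without each other array (highest adjusted p 0.11).

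**Figure D1:**
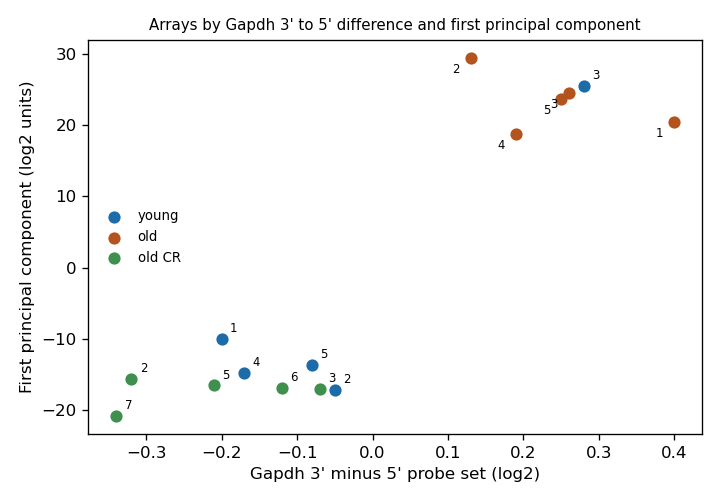
First principal component of log2 intensity over the brightest 10892 probe sets (vertical axis, 28.4% of the variance) against the 3' minus 5' log2 difference of the Gapdh control probe sets (horizontal axis), 1 point per mouse, colored by group and numbered by replicate. The 5 old mice lie between 18.7 and 29.4 on the component and young replicate 3 at 25.5, the other young mice between -17.1 and -10.0, and the old CR mice between -20.8 and -15.6.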

As expected, CR completely or partially reversed 87% of the genes with age-associated changes in expression (partial CR reversal was determined as > 25% CR effect). 

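In old CR muscle 612 probe sets rose and 490 fell against old muscle on the control diet. Acly, the enzyme that supplies acetyl-CoA for lipid synthesis, rose from 668 ± 183 in old to 2410 ± 757 in old CR mice (SD, n = 5 each), a log2 difference of 1.85 (adjusted p = 0.00511 from limma). Nnat, an imprinted gene, fell from 934 ± 451 to 129 ± 70.9, a log2 difference of -2.94 (adjusted p = 0.00522), and Ighm, the heavy chain of immunoglobulin M, fell from 3570 ± 2320 to 684 ± 209, a log2 difference of -2.19 (adjusted p = 0.0112), at one of its probe sets; the brightest one had -1.48 (adjusted p = 0.136) and was not called. Between old CR and young muscle 11 probe sets were higher and 9 lower. CR prevention, the share of the age difference that is absent in old CR mice, was above 25% for 605 of the 712 probe sets of the paper's list, or 85.0% (SD 2.85 between single CR mice). It was above 25% for 88.1% of the list's probe sets that were lower and 82.5% of those that were higher in old mice, and its median was 86.0% (quartiles 49.2% and 118%). Of the 60 probe sets called here, 57 were above 25%. The old mice stand in both differences, and no value without an effect of CR is given for these 60. For the 712 probe sets of smallest p among the brightest, data simulated with CR equal to old gave 28.8% (25.1 to 32.6 in 50 sets). That share depends on the size of the age differences put into the simulation. The observed share was 88.1%, and 68.2% (53.1 to 81.7) with the old mice split so that each difference had its own. For the paper's list with the old mice split, the share was 79.2% (72.1 to 88.5 in 20 splits). The paper chose that list on all 5 old mice, so the split does not remove this selection. The 3' minus 5' log2 difference of the Gapdh control probe sets, which rises as fewer cDNA copies reach the 5' end, was 0.25 ± 0.10 in old and -0.21 ± 0.12 in old CR mice (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 mice against 5 allow; adjusted p = 0.0159 over 6 tests). With the mean 3' minus 5' difference of Gapdh and Actb as a covariate, chosen after seeing the data, none was called. At an unadjusted p under 0.05 from limma there were 1461. Of the 1102 called without it, 1046 kept their direction, at a median of 0.677 of their size. Their standard errors grew by a median ratio of 2.11. The count of 1102 called probe sets was 1657 without young replicate 3, 462, 497, 696 and 616 without old replicates 2, 3, 4 and 5, and 708, 582, 577 and 526 without old CR replicates 3, 5, 6 and 7. With median centering 37.9% of the CR calls were rises against 55.5% without, and 9 of 12 against 11 of 20 for old CR against young, where the count of 20 ran from 7 without old replicate 2 to 34 without old replicate 4, and only old CR replicate 7 left it unchanged.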

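Genes of glycolysis and glycogen metabolism were lower in old than in young muscle as a group, by a mean log2 difference of -0.27 over 30 genes, 24 of which had a lower mean. Pkm, the muscle pyruvate kinase, had 14800 ± 1800 in young and 9760 ± 1140 in old mice (SD, n = 5 each; log2 -0.60, SE 0.14, adjusted p = 0.0746 from limma). Bpgm, which makes bisphosphoglycerate, had 1890 ± 660 and 686 ± 112 (log2 -1.37, SE 0.28, adjusted p = 0.0556), with 760 in young replicate 3, and log2 differences of -0.66 and -0.31 at 2 other probe sets. No gene of the list was called over all probe sets, and 8 were lower and 1 higher when adjusted over the list alone. The list as a group passed the test (camera, adjusted p = 0.000139), and had an adjusted p = 0.309 with an estimated correlation. The 24 genes of the citric acid cycle and pyruvate dehydrogenase had a mean log2 difference of -0.17 (camera, adjusted p = 0.00738, and adjusted p = 0.424 with an estimated correlation), with 20 lower means and no gene called, also when adjusted over the list alone. The 20 genes of lipid synthesis averaged -0.34 and did not pass as a group (adjusted p = 0.0958), with 2 higher and 4 lower when adjusted over the list alone; without young replicate 2 (adjusted p = 0.0453), old replicate 2 (adjusted p = 0.0391) or old replicate 3 (adjusted p = 0.0287) they did. One of the probe sets of Acly, the enzyme that makes cytosolic acetyl-CoA, fell from 552 ± 181 to 145 ± 50.0 (log2 -1.92, SE 0.29, adjusted p = 0.0236), a call that ended without young replicates 1, 2, 4 or 5 or old replicate 4 (adjusted p 0.0549 to 0.0839). The brightest probe set of Acly had a log2 difference of -1.08 (adjusted p = 0.073). Fatty acid oxidation, with 27 genes, averaged -0.02 (adjusted p = 0.789) and 0.07 with each array centered on its median. In old CR against old muscle, glycolysis averaged 0.19 with 4 genes called higher (camera, adjusted p = 0.0149), and the citric acid cycle 0.25 with 2 called higher (adjusted p = 0.00166); both had an adjusted p = 0.639 with an estimated correlation. Without old replicate 4 the glycolysis list did not pass in this comparison (0.15, adjusted p = 0.103). Over the 311 probe sets of the paper's list that are lower in old mice, young replicate 3 lay at 1.05, where 0 was the mean of the other young mice and 1 that of the old mice. Over the 401 that are higher it lay at 0.21, with 41.1% of them nearer to the old mice. With the 3' minus 5' difference as a covariate, chosen after seeing the data, the age difference of glycolysis was -0.17 (adjusted p = 0.0817) and that of the citric acid cycle -0.14 (adjusted p = 0.0889). With this covariate the CR difference of glycolysis did not pass (camera, adjusted p = 0.66), while that of the citric acid cycle did (adjusted p = 0.0476). Lipid synthesis with age passed with it (camera, adjusted p = 0.00202). Median centering left the age difference of the citric acid cycle at -0.08 (adjusted p = 0.0503).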

In agreement with previous microarray studies done on skeletal muscle of mice, monkeys and humans, we also found that genes associated with metabolic functions, particularly energy pathways, were higher in young control animals (Table 1). In contrast, genes indicative of cellular damage, such as stress response and apoptotic genes, had higher expression levels in the muscle tissue of older animals (Table 1).

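Of 31 heat shock proteins and chaperones, 20 had a higher and 11 a lower mean in old than in young muscle, and the list was higher as a group by a mean log2 difference of 0.13 (camera, adjusted p = 0.0119, and adjusted p = 0.232 with an estimated correlation). No member was called over all probe sets; adjusted over the list alone, 3 were higher and 1 was lower. Hspa1b, an inducible form of Hsp70, had 250 ± 32.5 in young and 540 ± 181 in old mice (SD, n = 5 each; log2 1.06, SE 0.25, adjusted p = 0.0791 from limma). Hsp90aa1, the inducible Hsp90, had 793 and 1280 (log2 0.66, adjusted p = 0.136) at its brightest probe set, with 0.38 and 0.02 at 2 others. Hspb2, a small heat shock protein of muscle, ran the other way, with 2330 ± 780 in young and 994 ± 163 in old mice (log2 -1.15, SE 0.25, adjusted p = 0.0696), and with 966 in young replicate 3. It rose with CR to 2920 ± 256 (log2 1.57, adjusted p = 0.0079). Of 45 apoptosis regulators, 27 had a higher and 18 a lower mean in old muscle, with a mean log2 difference of 0.18 (camera, adjusted p = 0.0248, and adjusted p = 0.15 with an estimated correlation). No member was called and 1 was higher when adjusted over the list alone. Dapk1, a kinase that promotes cell death, had 344 ± 27.3 in young and 534 ± 66.9 in old mice (log2 0.63, SE 0.15, adjusted p = 0.086). It fell with CR to 264 ± 53.9 (log2 -1.03, adjusted p = 0.0057), with -0.22 and no call at a dimmer probe set. Neither list passed in old CR against old muscle (adjusted p = 0.745 for chaperones and 0.452 for apoptosis regulators). The chaperone list did not pass without old replicate 3 (0.09, adjusted p = 0.0632), among the brightest probe sets (adjusted p = 0.0608) or with the mean of all probe sets of a gene, where it was -0.01 (adjusted p = 0.295). The apoptosis list did not pass without young replicate 3 (0.18, adjusted p = 0.0657), among the brightest probe sets (0.09, adjusted p = 0.332), with the mean of all probe sets of a gene (0.04, adjusted p = 0.336) or with the 3' minus 5' covariate (0.19, adjusted p = 0.13).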

Among the biological classes of transcripts with an age effect, there were several gene families whose mRNA levels were significantly increased or decreased with age [see additional file 1]. There were 8 procollagen genes (11 probe sets) that were altered with aging; 7 of these showed higher levels in the young muscle (*col1a1, col1a2, col3a1, col5a1, col6a1, col6a2, col6a3*) while only one procollagen gene was increased with aging (*col17a1*). 

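All 10 probe sets of the 7 procollagen genes of types I, III, V and VI on the paper's list had lower values in old than in young muscle. Col1a1, a chain of the main fibrillar collagen of tendon and muscle connective tissue, had 2380 ± 981 in young and 817 ± 414 in old mice (SD, n = 5 each; log2 -1.61, SE 0.37, adjusted p = 0.0757 from limma). Its partner chain Col1a2 had 6260 ± 1860 and 2700 ± 1070 (log2 -1.24, SE 0.25, adjusted p = 0.0556), and Col3a1 had 4600 ± 1040 and 2240 ± 970 (log2 -1.11, SE 0.28, adjusted p = 0.0949). The type V and VI chains Col5a1, Col6a1, Col6a2 and Col6a3 had log2 differences of -0.72, -0.52, -0.52 and -0.59 (adjusted p 0.091 to 0.28). None of the 10 probe sets was called over all probe sets, and 7 were called among the 10892 brightest. Col17a1, a collagen of the epidermal basement membrane, had 46.4 ± 68.1 in young and 189 ± 248 in old mice (log2 0.78, SE 1.31, adjusted p = 0.82), so its difference was smaller than the spread between mice. Of 31 collagen genes 28 had a lower mean in old muscle, with a mean log2 difference of -0.41. As a group they passed the test (camera, adjusted p = 1.06e-05), with an adjusted p = 0.15 with an estimated correlation, and 5 were lower when adjusted over the list alone. Tendon and cartilage markers, 13 genes, averaged -0.62 (camera, adjusted p = 0.00463, and 4 lower when adjusted over the list alone); their adjusted p = 0.309 with an estimated correlation. Fibroblast markers, 13 genes, averaged -0.30 (camera, adjusted p = 0.0376, and adjusted p = 0.4 with an estimated correlation), and this call ended without any one of young replicates 3, 4 and 5 and old replicates 1, 4 and 5 (adjusted p 0.0611 to 0.16). It also ended with the 3' minus 5' covariate (adjusted p = 0.13), among the brightest probe sets (0.0733) and after median centering (0.0562). The replicate block (0.0647) and a rotation test (0.0681) ended it too. The call held with the mean of all probe sets of a gene (0.011), a variance trend (0.0246) and without old replicates 2 and 3 (0.0034). Over the 10 probe sets young replicate 3 lay on the young side, at -0.53 on a scale from 0 for the other young to 1 for the old mice. The collagen list did not pass in old CR against old muscle (mean log2 -0.06, adjusted p = 0.452, 1 gene called lower), with Col1a1 at 723 ± 282 and Col3a1 at 1730 ± 491 in old CR mice.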

The keratins, important cytoskeletal structural proteins, were represented by 8 genes (9 probe sets) all of which displayed increased transcript levels in older muscle. 

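All 8 keratin probe sets of the paper's list that were tested had higher means in old than in young muscle, and none was called. Krt10, a keratin of the upper epidermis, had 456 ± 530 in young, 2250 ± 2870 in old and 185 ± 39.9 in old CR mice (SD, n = 5 each; log2 for age 1.17, SE 1.05, adjusted p = 0.623 from limma). Krt5, a keratin of the basal epidermis, had 170, 608 ± 659 and 71.3 (log2 1.46, SE 0.89, adjusted p = 0.456). Krt15 had 29.6, 256 ± 328 and 19.7 (log2 1.34, SE 0.96, adjusted p = 0.53). The highest values lay in 2 mice. The geometric mean of the 8 probe sets was 1170 in old replicate 2 and 1160 in old replicate 3, and between 95.9 and 97.4 in the other old mice. It was 354 in young replicate 1, 71.2 to 163 in the other young mice and 58.3 to 119 in the old CR mice. Over the list of 33 keratin genes, 24 had a higher mean in old muscle, with a mean log2 difference of 0.39. No gene was called, also when adjusted over the list alone, and the group test gave a camera adjusted p = 0.0349, with an adjusted p = 0.424 with an estimated correlation. Without old replicate 2 the list had 0.10 (adjusted p = 0.604), without young replicate 3 0.33 (adjusted p = 0.118), and without both old replicates 2 and 3, an alternative chosen after seeing the data, -0.05 (adjusted p = 0.764). Other genes of epidermis and hair, 30 in number, averaged 0.49 with age (camera, adjusted p = 0.01, and adjusted p = 0.486 with an estimated correlation), and -0.32 (adjusted p = 0.144) without both of these mice. Their call also ended without young replicate 3 (adjusted p = 0.0729), among the brightest probe sets (0.1) and after median centering (0.0503). With 1 array left out, their highest adjusted p was 0.304. Among the brightest probe sets the keratin list averaged 0.38 (adjusted p = 0.404).

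**Figure D2:**
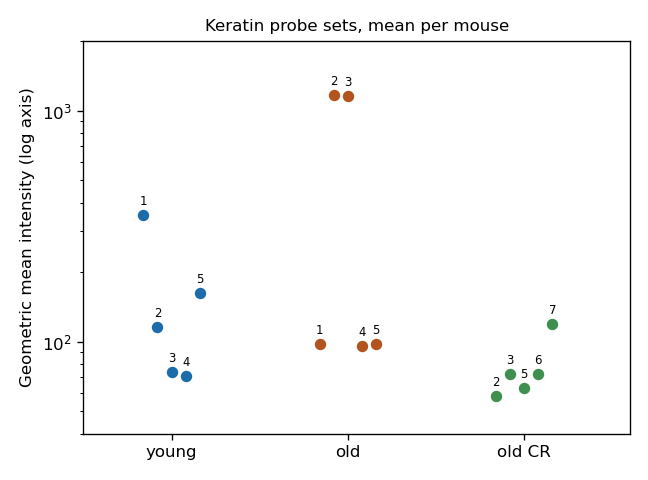
Geometric mean intensity of the 8 keratin probe sets of the paper's list in each mouse (vertical axis, log scale) by group (horizontal axis), with points numbered by replicate. Old replicates 2 and 3 lie at 1170 and 1160, and the next highest mouse is young replicate 1 at 354.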

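Cebpa, Cebpb and Cebpd encode transcription factors of adipocyte and myeloid differentiation and of the acute phase response. Their means were higher in old than in young muscle, and none of the differences was called over all probe sets. Cebpa had 767 ± 173 in young and 1070 ± 206 in old mice (SD, n = 5 each; log2 0.47, SE 0.22, adjusted p = 0.325 from limma). Cebpb had 1290 ± 214 and 2190 ± 1040 at its brightest probe set (log2 0.65, SE 0.28, adjusted p = 0.285), and Cebpd had 398 ± 106 and 1230 ± 1050 (log2 1.27, SE 0.47, adjusted p = 0.209), with 0.13 at a dimmer probe set. With CR, Cebpa fell to 515 ± 165, a log2 difference of -1.08 against old mice (adjusted p = 0.0189), a call that held without any one of the 15 arrays. Cebpb had 1380 ± 345 and Cebpd 610 ± 238 in old CR mice, and neither was called. Of 5 measured members of the C/EBP family, 4 had a higher mean in old muscle. The mean log2 difference of the family was 0.27, and the list did not pass as a group (camera, adjusted p = 0.093), with no member called when adjusted over the list alone. Between old CR and old mice the family averaged -0.32 (adjusted p = 0.131).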

Three members (alpha, beta and delta) of the CCAAT/enhancer-binding protein (CEBP) family of transcription factors had increased levels of transcripts in the older mice. The encoded CEBP alpha, beta and delta proteins are important in the regulation of genes involved in immune and inflammatory responses, cell cycle arrest and body weight homeostasis (for a review, see [18]). Because many genes are represented more than once on the MOE430A Affymetrix microarray, several genes had multiple hits on our list of genes with an age effect in skeletal muscle. 

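Transcripts of the immunoglobulin kappa chain V28, made by B lymphocytes and plasma cells, rose in old muscle. Its 3 probe sets on the paper's list rose from 548 ± 393 to 3120 ± 1860, from 227 ± 142 to 2280 ± 1640 and from 152 ± 129 to 1990 ± 1400 in old mice (SD, n = 5 each). The log2 differences were 2.48, 3.16 and 3.75 (adjusted p = 0.0464, 0.0278 and 0.0417 from limma). In old CR mice the 3 probe sets fell to 629 ± 148, 351 ± 148 and 183 ± 97.2 (adjusted p = 0.027, 0.018 and 0.0162). Fmod, which encodes fibromodulin, a proteoglycan that binds collagen fibrils, was lower in old muscle at all 6 of its probe sets, with log2 differences from -0.97 to -0.81 and adjusted p from 0.0945 to 0.171, so none was called; 4 were called among the 10892 brightest. Its brightest probe set had 5320 ± 909 in young, 2900 ± 1090 in old and 3420 ± 588 in old CR mice. Tfrc, the transferrin receptor that takes up iron, had lower means in old muscle at its 3 gene probe sets tested. They had log2 differences of -2.03, -0.90 and -1.09 (adjusted p = 0.0769, 0.193 and 0.0659). With CR, 2 of them rose, by log2 differences of 2.70 (adjusted p = 0.0112) and 1.18 (adjusted p = 0.0164). Marcks, a substrate of protein kinase C, had higher means in old muscle at its 4 probe sets on the paper's list, with log2 differences of 0.91, 0.67, 0.64 and 0.54 (adjusted p 0.0868 to 0.323), and small differences of 0.15 and 0.21 at its 2 others. With CR, one of them fell by 1.00 on the log2 scale (adjusted p = 0.00752). A list of 11 immunoglobulin and B cell genes did not pass with age (mean log2 0.15, camera, adjusted p = 0.66), with 4 higher and 7 lower means and 1 gene higher when adjusted over the list alone. The calls of the immunoglobulin probe sets with age ended when single arrays were left out: without young replicates 1, 4 or 5, old replicates 2, 4 or 5 or old CR replicate 6 for all 3 (highest adjusted p 0.125), without old CR replicates 3, 5 or 7 for 2 of them, and without old replicate 1 or old CR replicate 2 for 1. With CR, the call of the first ended without old replicates 2, 4 or 5 or old CR replicates 2, 6 or 7 (highest adjusted p 0.065).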

Among those genes with four or more independent listings were: *fibromodulin *(6 probe sets, all with reduced expression in the old), *transferrin receptor *(5 probe sets, all with reduced expression in the old), *immunoglobulin kappa chain variable 8 *(4 probe sets, all with increased expression in the old), and *myristoylated alanine rich protein kinase C substrate *(*marcks*) (4 probe sets, all with reduced expression in the old).

### Transcript and Protein Levels of p53-Related Genes Altered with Aging

Given that skeletal muscle is largely a post-mitotic tissue, we were surprised to find that a large number of genes involved in the regulation of the cell cycle had increased mRNA levels with age (5.2% of all genes with a statistically significant effect). 

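Of 25 inhibitors of the cell cycle, 1 rose and none fell with age over all probe sets tested, and 7 were higher and none lower when adjusted over the list alone. The gene that rose encodes the cyclin-dependent kinase inhibitor p21. Btg1, which restrains proliferation, had 357 ± 87.9 in young, 747 ± 225 in old and 336 ± 92.7 in old CR mice (SD, n = 5 each; log2 for age 1.05, SE 0.25, adjusted p = 0.0831 from limma). Ing1, a growth inhibitor, had 208, 473 and 356 (log2 1.34, SE 0.35, adjusted p = 0.101). Rb1, the retinoblastoma gene, had 263 ± 51.7, 490 ± 117 and 368 ± 101 (log2 0.89, SE 0.23, adjusted p = 0.0958). As a group the inhibitors were higher in old muscle (mean log2 0.27, camera, adjusted p = 0.01, and adjusted p = 0.309 with an estimated correlation). The median of the list was 0.01, with 13 members higher and 12 lower, so the mean rested on part of its members. In old CR against old muscle 3 members fell over all probe sets and 4 when adjusted over the list alone, with a mean of -0.09 that did not pass as a group (adjusted p = 0.452). Genes of proliferation, such as cyclins and replication factors, did not pass with age as a group. The 29 genes averaged -0.06 (adjusted p = 0.66), with none called and 1 lower when adjusted over the list alone.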

Two gene products that are known to play a critical role in initiating cell cycle arrest following DNA damage, cyclin-dependent kinase inhibitor 1A (p21) and growth arrest and DNA-damage-inducible, alpha (GADD45a), were both increased significantly in the skeletal muscle of the aged mice. 

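The transcript of p21 (Cdkn1a), an inhibitor of cyclin-dependent kinases, rose in old muscle. Its intensity was 396 ± 57.1 in young, 1120 ± 375 in old and 621 ± 73.2 in old CR mice (SD, n = 5 each), a ratio of 2.83 between the means of old and young mice. The log2 difference with age was 1.46 (SE 0.19, adjusted p = 0.015 from limma), and all 5 old mice were above all 5 young mice. With CR it fell by 0.81 on the log2 scale (adjusted p = 0.0304). A second, dim probe set of p21 was not called, with 0.70 for age (adjusted p = 0.633) and 0.19 for CR (adjusted p = 0.897). GADD45a (Gadd45a), a stress-induced growth arrest gene, had 210 ± 59.0 in young, 489 ± 270 in old and 368 ± 102 in old CR mice, a ratio of 2.33. Its log2 difference of 1.12 (SE 0.34, adjusted p = 0.135) was not called over all probe sets. Among the 10892 brightest it was called (adjusted p = 0.0456), and the paper's model refitted to these gave a PP of 0.9994. That model uses 1 SD within groups for all probe sets, so the PP leaves out the wide spread of GADD45a in old mice (489 ± 270). The log2 difference of GADD45a with CR was -0.29 (adjusted p = 0.663). The highest p21 value was 1770 in old replicate 5, above 1110 in the next mouse. Without that mouse the log2 difference of p21 was 1.28 (adjusted p = 0.018). The call of p21 with age ended with only young and old mice in the fit. It also ended without young replicate 1 (1.37, adjusted p = 0.0549), where no probe set was called. The call of p21 with CR ended without old replicate 4 or old CR replicates 5, 6 or 7 (adjusted p 0.0546 to 0.0669). With the 3' minus 5' covariate the age difference of p21 was 1.48 with an SE of 0.33 (adjusted p = 0.452).

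**Figure D3:**
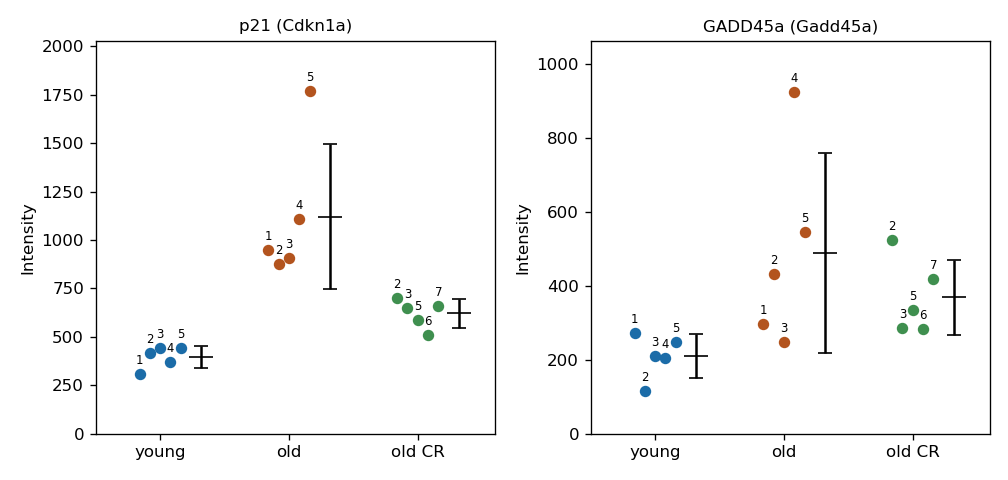
Intensity of the p21 (left) and GADD45a (right) probe sets in each mouse (vertical axes, linear) by group (horizontal axes), with points numbered by replicate and horizontal bars and whiskers for the mean ± SD of 5 mice. For p21 the old mice average 1120 against 396 in the young, with old replicate 5 highest at 1770; for GADD45a the means are 489 and 210.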

Expression levels for *p21 *and *GADD45a *were 1.9 and 1.8 fold higher respectively in older mouse compared to the younger animals. An age-related increase in *p21 *has previously been observed in muscle of both male and female humans (2.9 and 4.0 fold respectively) [16,17] and monkeys (4.1 fold) [15], while the expression of *GADD45a *has been shown to be elevated in mouse gastrocnemius muscle (2.6 fold) [13] and both male and female human muscle (2.0 and 1.9 fold respectively) [16]. Because the expression of these two genes is typically mediated by the action of p53, we decided to systematically examine our list of genes differentially expressed between young and old to determine if there were any other transcripts that are also connected to p53 activity. 

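Of the 22 probe sets of Table 2, the 17 that the paper lists as higher in old muscle all had higher means in old than in young mice, and the 5 that it lists as lower all had lower means. Over all probe sets only that of p21 was called, and 6 of the 22 were called among the 10892 brightest. The paper chose these probe sets from its list made on the same mice, so their directions are not independent evidence. Among genes activated by p53, 1 of the 3 probe sets in Table 2 of Mcl1, which protects cells from apoptosis, had 1760 in young and 2510 in old mice (log2 0.52, SE 0.12, adjusted p = 0.0767 from limma). Perp, an effector of apoptosis that is also a desmosome protein of epithelia, had 188 and 408 ± 411 (SD, n = 5). Of the genes whose products bind p53, Myod1, a transcription factor of muscle differentiation, had 575 ± 47.7 and 888 ± 187 (SD, n = 5; log2 0.60, SE 0.21, adjusted p = 0.191), and Plagl1, a zinc finger protein, had 250 and 496 (log2 1.09, adjusted p = 0.172). Among the inhibitors of p53, Ccng1, the cyclin G1 gene, had 6320 ± 1540 and 3950 ± 597 (log2 -0.65, adjusted p = 0.157), with 3680 in young replicate 3. Bcl6 had 754 and 395 (log2 -0.94, adjusted p = 0.165). Mdm2, the ligase that marks p53 for degradation, had 603 ± 251 and 486 ± 53.3 (log2 -0.21, adjusted p = 0.727). Other probe sets of Ccng1 had log2 differences of -0.08 and -0.04, and another of Mdm2 -0.04. A wider list of 38 p53 target genes, not chosen from these samples, had 20 higher and 18 lower means in old muscle. Its mean log2 difference was 0.07 (camera, adjusted p = 0.25), with 1 gene called and 3 higher and 3 lower when adjusted over the list alone. The list shares genes with Table 2, among them p21, GADD45a, Perp, Sesn1 and Ddit4. It also holds Mdm2 and Ccng1, which Table 2 gives as inhibitors of p53. The list reads Sesn1 by its brightest probe set (log2 -0.14), while the probe sets of Sesn1 in Table 2 had 0.32 and 0.46.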

As shown in Table 2, the transcripts that are activated by p53, or whose gene products are known to bind to p53, increase significantly with age, while the expression of genes that are known to inhibit p53 activity decline in old muscle. 

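CR prevention over the 22 p53-related probe sets averaged 82.0% (SD 18.9 between single CR mice), with a median of 97.4%. It was 69.0% for p21 and 43.2% for GADD45a. These 22 probe sets were chosen for an age difference in the same old mice, which stand in both differences. No value without an effect of CR is given for them. Plagl1 fell with CR from 496 to 172, a log2 difference of -1.62 (adjusted p = 0.0274 from limma), a call that ended without old replicates 1, 2 or 3 or old CR replicates 5 or 6 (adjusted p 0.0516 to 0.0667). Peg3, an imprinted gene, and Igfbp3 were not called in this comparison. One of the probe sets of Dusp10, a phosphatase of stress kinases, had 673 in old and 662 in old CR mice, a CR prevention of -2.27%. Across the 38 genes of the wider p53 target list, 2 fell and none rose with CR, and the group averaged -0.08 (adjusted p = 0.683). Without old replicate 5 the average CR prevention was 52.0%, with a median of 97.9%. The average was largest, 116%, without young replicate 2, with a median of 105%. The median thus moved less than the average. The paper reasons that because p53 typically mediates the expression of p21 and GADD45a, it examined its list for other transcripts connected to p53, and it states from Table 2 that those activated by p53 or binding it increase with age while those inhibiting p53 decline.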

The average CR prevention on these p53-related genes was 77%.

To confirm the age-related changes in expression observed in *p21 *and *GADD45a *using microarrays, we probed young, old and old CR mice using RT-PCR (Figure 1A). We also examined the expression levels of the *p53 *gene itself, along with the expression levels of another important tumor suppressor, *p16*. Both *p53 *and *p16 *transcripts were considered absent (below levels of background hybridization) in all animals according to the Affymetrix software, but we were able to detect expression using the more sensitive method of RT-PCR. 

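Cdkn2a, the gene of p16, was measured by a dim probe set with 118 ± 14.0 in young, 79.5 ± 12.9 in old and 82.1 ± 43.8 in old CR mice (SD, n = 5 each). These means lie below the median of every array. The log2 difference between old and young was -0.57 (SE 0.50, adjusted p = 0.612 from limma) and was not called, although all 5 old values lay below all 5 young values. The SE is pooled over the 3 groups, and the old CR mice had the widest spread. With only young and old mice in the fit the adjusted p was 0.179. The transcript of p53 itself was not analysed here.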

As is shown in Figure 1A, transcript levels for these genes increased significantly (Student's *t*-test, P < 0.05) with age. Furthermore, old animals undergoing CR demonstrated reduced levels for these genes compared to age-matched mice fed normal diets (only the difference in *p53 *levels was considered significant at P < 0.05). To examine how the expression of *p21*, *p16*, *GADD45a *and *p53 *is altered over the course of the adult mouse life span, we used RT-PCR to measure transcript levels for these genes in gastrocnemius muscle at 5 month intervals from 5 to 30 months of age (Figure 1B–E). With the exception of *GADD45a *(Figure 1D), the increase in expression of these genes does not show a linear pattern with age. *p16 *and *GADD45a *expression increases significantly only in the last third of the lifespan, whereas expression of *p53 *and its transcriptional target *p21 *occur as early as 10 months of age.

To determine whether the p53-mediated transcriptional program observed in older mouse skeletal muscle translated into higher levels of p53-associated proteins being expressed, we probed young, old and old CR muscle for p53-transcriptional targets p21 and GADD45a. Western immunoblot confirmed a significant increase in p21 protein (4.6 fold, P < 0.005) and GADD45a (1.6 fold, P < 0.05) in older mouse skeletal muscle (Figure 2). Levels for these proteins were reduced in the old CR mice as compared to old mice on the control diet (approximately 57% and 77% of old levels for p21 and GADD45a respectively). An attempt was made with several antibodies to measure p53 protein levels (both phosphorylated and non-phosphorylated isoforms) in GN muscle, but the signal from the Western blots was either absent or too low to accurately quantitate p53 in any age group (data not shown).

### Transcript Levels of *p21*, *p16 *and *GADD45a *in Mouse Models of Increased Oxidative Stress

To test whether the changes in expression of the p53-related genes could be attributed to cumulative oxidative damage with age, we compared transcript levels for *p21*, *p16*, *GADD45a *and *p53 *in C57BL/6 mice with a heterozygous knockout for either glutathione peroxidase 4 (*GPX4*^+/-^) (5 mo old) or MnSOD (*SOD2*^+/-^) (~9 mo old) mutations to age-matched wild-type mice. *GPX4*^+/-^mice have approximately half the amount of mRNA and protein levels for this essential Se-dependent antioxidant protein as compared to wild type mice [19]. Mouse embryonic fibroblasts (MEFs) derived from mice heterozygous for the *gpx4 *gene show increased evidence of lipid and DNA oxidation, and are sensitive to gamma irradiation [19,20]. *SOD2*^+/- ^mice show a ~50% reduction in MnSOD protein content and MnSOD activity in gatrocnemius tissue [21] and have increased oxidative damage as demonstrated by significantly elevated levels of 8-oxo-2-deoxyguanosine (8oxodG) in both nuclear and mitochondrial DNA in all surveyed tissues compared to wild type mice [22]. RT-PCR analysis of *p21*, *p16*, *GADD45a *and *p53*, in *GPX4*^+/- ^mice showed a significant increase (P < 0.005) in p53 expression compared to the age-matched wild-type mice. We did observe a ~2 fold increase in p16, although it was not statistically significant (P < 0.12). Transcript levels of these genes were not significantly different between *SOD2*^+/- ^mice and age-matched controls [see additional file 2]. Thus, constitutive oxidative damage does not always trigger the expression of the genes examined. Possibly, different types of DNA damage in GPX4-/+ and SOD2+/- mice explain the observed differences.

### Increased p53 Levels in Older Muscle is Associated with Increased Expression of Genes Involved in p53-Mediated Apoptosis

A critical function of p53 is the induction of apoptosis in cells that have undergone DNA damage or exhibit uncontrolled cellular growth [23]. To investigate whether increased p53 activity with age is associated with transcription profiles indicative of apoptosis in old gastrocnemius muscle, we examined mRNA levels of four genes known to be key transducers of p53-mediated apoptosis: *Bcl-2 binding component 3 *(*bbc3/puma*) [24], *phorbol-12-myristate-13-acetate-induced protein 1 *(*pmaip1/noxa*) [25], *tumor necrosis factor receptor superfamily, member 10b *(*tnfrsf10b/killer/dr5*) [26] and *Bcl-2-related ovarian killer protein *(*bok*) [27]. We observed a significant increase in mRNA levels with age for these genes in mouse gastrocnemius muscle and a significant decrease in levels due to caloric restriction in old, age-matched controls (Figure 3A). The expression levels for all of these p53-mediators of apoptosis were also examined in the gastrocnemius muscle over the course of the mouse adult lifespan (Figure 3B–E), and increased levels of transcript were usually observed in the first half of the lifespan. We also compared the levels for these proapoptotic genes in the gastrocnemius tissue of *GPX4+/- *and the *SOD+/- *mice to age-matched wild type mice using RT-PCR. Only the levels for *tnfrsf10b *were considered significantly higher (P < 0.005) in the *GPX4+/- *mice while expression of these genes was not significantly different in the *SOD2+/- *mice [see additional file 3]. These findings indicate that p53-dependent mediators of apoptosis are regulated with age and that the mechanism of activation is independent of endogenous levels of oxidative stress.

### Increase in mRNA Levels of p53 and p53-Associated Genes in Multiple Tissues of Old C57Bl6/J Mice

To determine whether the p53-mediated transcriptional program we observe in older skeletal muscle may also occur in other tissues, we used RT-PCR to measure mRNA levels of p53-associated genes in heart, lung, liver, kidney, brain and intestine of young, old, and old CR mice (Table 3). Transcript levels for *p21*, *p16*, *p53 *and *pmaip1 *demonstrated increased levels in multiple tissue types in the old mice, while an increase in transcript levels for *gadd45a*, *bbc3*, *tnfrsf10b *and *bok *was only observed in old skeletal muscle. These findings suggest that activation of a p53-mediated transcriptional program may be a common feature of aging in multiple tissues, but the pattern of expression of p53-dependent genes is tissue specific.

## Discussion and conclusion

Our initial investigation of muscle aging in mice revealed many differences in the transcriptional patterns between young and old mice [13]. In general, transcript levels for genes that are associated with cellular damage were elevated in older muscle, while transcript levels for genes involved in energy metabolism were reduced with age. The current study further demonstrates that the intrinsic transcriptional patterns are altered with aging in mouse skeletal muscle. As with other microarray studies done on older mammalian muscle [13-17], we have also found a disproportionate number of metabolic genes, such as those involved in lipid and carbohydrate metabolism, decrease in transcription levels with age. The age-related decrease in expression of these energy-associated classes likely reflects the reduction in mitochondria observed in older gastrocnemius muscle. For example, a 23–25% reduction in mtDNA copy number and a corresponding 17–22% reduction in the expression of mitochondrial DNA-encoded cytochrome c oxidase (COX) subunits I and III was previously reported in old rat gastrocnemius tissue [28]. In our study, out of 25 transcripts that are associated with the mitochondria, the expression of 18 of these probe sets are significantly reduced with age (PP < .90) [see additional file 1]. Conversely, genes associated with the stress and immune response, such as those involved in the induction of apoptosis or the response to DNA damage, have elevated mRNA levels in the older animals. 

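Genes of oxidative phosphorylation, which encode the subunits of the mitochondrial respiratory chain and ATP synthase, were lower in old muscle as a group and higher again with CR. Of 71 measured genes 65 had a lower mean in old than in young muscle, with a mean log2 difference of -0.19. The count and the mean include a difference of -0.09 between the log2 array medians of old and young mice. With each array centered on its median, the list kept its call with age (camera, adjusted p = 0.000335) and with CR (adjusted p = 7.71e-07). Atp5e, a subunit of ATP synthase, had 7500 ± 1000 in young, 4830 ± 712 in old and 8370 ± 613 in old CR mice (SD, n = 5 each; log2 for age -0.64, SE 0.13, adjusted p = 0.06 from limma). Ndufc1, a subunit of complex I, had 9730 ± 712 and 6630 ± 665 in young and old mice (log2 -0.56, SE 0.13, adjusted p = 0.0741), and Cox8b, a subunit of cytochrome c oxidase, 15600 and 11300 (log2 -0.46, adjusted p = 0.0943). No gene of the list was called with age over all probe sets, and 3 were lower when adjusted over the list alone. As a group the list passed the test (camera, adjusted p = 3.28e-07), with an adjusted p = 0.364 with an estimated correlation. With CR 9 genes rose over all probe sets, 15 when adjusted over the list alone, and none fell. Atp5e rose by a log2 difference of 0.80 (adjusted p = 0.00915) and Ndufv1, the NADH-binding subunit of complex I, by 0.88 (adjusted p = 0.0146) at its brightest probe set, with 0.45 and 0.31 at 2 others that were not called. The mean log2 difference with CR was 0.26, with 64 of 71 means higher (camera, adjusted p = 1.74e-10, and adjusted p = 0.639 with an estimated correlation). The 3' minus 5' log2 difference of the Actb control probe sets moved with these groups, from -0.32 ± 0.09 in young to 0.01 ± 0.11 in old and -0.38 ± 0.09 in old CR mice (exact permutation tests, two-sided, p = 0.00794 and adjusted p = 0.0159 for both comparisons). That of Gapdh was -0.04 ± 0.19 in young and 0.25 ± 0.10 in old mice. Its age difference did not pass after adjustment (exact p = 0.0397, adjusted p = 0.0595 over 6 tests). With the mean of the Actb and Gapdh differences as a covariate, chosen after seeing the data, the list kept its call with age (adjusted p = 1.31e-06).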

The age-associated increase in genes that are activated during cellular stress and injury is probably in response to a wide variety of biological damage known to accumulate in older muscle over the course of the lifespan [9,10,12]. We also observed that the expressions of a large number of genes involved in the regulation of the cell cycle were increased with age in mouse skeletal muscle. A closer examination of these cell cycle genes revealed a pattern of expression indicative of increased p53 activity in older mouse muscle (Table 2).

Welle et al. also found transcriptional evidence of increased p53 activity with age in the skeletal muscle of young (20–29 yrs. old) and old (65–71 yrs. old) women [16]. In their study, genes that regulate or enhance p53 activity (*Pin1, p57 *and *Wrn*) or that are induced by p53 (*p21 *and *GADD45a*) demonstrate increased expression in older female muscle. Based on this evidence, Welle and coworkers suggested that future studies should examine the possibility that p53 levels or activity are increased in older muscle. One possible mechanism for the observed increase in p53 activity is elevated levels of DNA damage with age. The concentration of 8-oxo-2 deoxyguanosine (oxo8dG), a byproduct of DNA oxidation, has been observed to increase with age in a variety of tissues, including skeletal muscle, in rats and various strains of mice (CR reduced the levels of oxo8dG in most of these tissues) [29]. We tested this hypothesis by examining the levels of p53 mRNA and related transcripts in transgenic mice with half the wild type levels of antioxidants GPX4 or SOD2. These mice have elevated levels of oxidative DNA damage yet failed to show any significant increase in expression of *p21 *and *GADD45a*, two well studied p53-induced genes [see additional file 2]. The *GPX4*^+/- ^mice did display a significant increase in transcript levels for p53 as compared to age-matched controls, but no change was observed for the *SOD2*^+/- ^mice. Possibly, different types of DNA damage impact the expression of these genes differently. Another possibility is that the DNA damage signaling that is the trigger for activation of p53 in old muscle originates from chromosomal damage, such as double-strand breaks or telomere shortening, rather than from oxidative alterations. We also note that there are two likely possibilities for the cellular origin of the alteration in expression of cell cycle regulators. One is that these alterations in gene expression reflect a decline in proliferation of a muscle-associated cell such as the satellite cell. It has recently been reported that hematopoietic stem cell numbers are higher in old mice with reduced p53 activity (p53+/-) and fail to increase with age in old mice with hypermorphic p53 activity (p53+/m) as compared to their wild type counterparts [30]. A second possibility is that the expression of these genes reflects a general p53-mediated DNA damage response associated with age-related DNA modifications in myocytes.

Many recent studies have linked tumor suppressor activity, in particular the tumor suppressor p53, to organismal aging [23,31-34]. p16^INK4a^, a product of the INK4a/ARF (Cdkn2a) locus also increases in expression with age in most tissues as shown in previous studies [35-37] and also in the current analysis. This increase in p16^INK4a ^expression with age has recently been shown to contribute to age-dependent decline in regenerative potential of pancreatic islet regenerative capacity [38], decreases in forebrain progenitors and neurogenesis [39] and the decrease in hematopoietic stem cell repopulation defects [40]. However, we note that it is possible that only rare cells in tissues express p16^INK4a ^with aging. Under these conditions, a large effect of increased ROS in a specific biologically relevant muscle compartment (e.g. satellite cells) could be missed by studying unfractionated muscle as we did in our analysis. Thus, the induction of a cell senescence and apoptotic program with age may underlie key features of the aging process.

Given our finding that mRNA levels for p53-associated genes were elevated in multiple tissues of old mice (Table 3), our data suggests that increased p53 activity is not limited to aging muscle but is also an overall consequence of organismal aging. Increased p53 mRNA levels is observed in the grey and white matter of the cortex, cerebellum, and medulla oblongata of old (24 month old) verses young (3.0–3.5 months old) rat brains and an increase in p53 protein levels is observed in the grey matter of old rats [41]. We did not find a significant difference in p53 gene expression between young and old brains, but our analysis was performed on whole brain homogenates and therefore any age-effect on p53 expression within the different regions of the brain might have been missed. Further support for the role of increased p53 activity contributing to aging process comes from transgenic studies in mice that express overactive p53 and also demonstrate accelerated aging [42,43]. Mice with augmented p53 function develop typical age-associated phenotypes such as delayed wound healing, reduced hair growth and reduced subcutaneous adipose tissue much earlier than their p53 wild type counterparts. Conversely, the long-lived p66Shc^-/- ^mouse, shown to have a 30% extended life span, exhibits impaired p53 apoptotic signaling [44]. Our study demonstrates that the majority of the p53-related transcriptional changes observed in old skeletal muscle are either completely or partially reversed through caloric restriction, a proven method to extended longevity. Based on the evidence for the involvement of the p53 pathway in organismal aging, it follows that p53 and p53 transcriptional targets have the potential to be good biomarkers of aging in multiple tissue types.

It has been well documented that there is a significant decrease in muscle mass with age, yet little is known as to the actual mechanism for this loss of tissue. It has been hypothesized that the decrease in muscle fiber can be attributed to increased apoptosis with age. In fact, an increase in biological markers of apoptosis, such as DNA fragmentation and proapoptotic caspase-type proteins, are increased with age in human [45] and rat skeletal muscle [46,47]. However, the mechanism for this age-associated apoptosis is unknown. It has been suggested that increased oxidative damage to the mitochondria, along with sarcoplasmic reticulum stress in older skeletal muscle could initiate caspase activation and lead to the apoptotic pathway that ultimately results in the destruction of the aged myocyte [47]. Moreover, Dirks and Leeuwenburgh also observed a significant reduction in DNA fragmentation (mono- and oligonucleosomes) and caspase levels in old (26 month old) rats on lifelong caloric restriction when compared to their age-matched, ad libitum-fed counterparts. The authors suggest the reduction of apoptosis in response to caloric restriction is due to reduced mitochondrial oxidant production and nuclear oxidative DNA damage in skeletal muscle [48]. Our results do not support this hypothesis. Although young *GPX4+/- *mice did show increased levels of expression, compared to wild-type young mice, of p53-associated mediator of apoptosis *tnfrsf10b*, little or no change was observed for *bbc3 *and *bok *(only *tnfrsf10b *was considered significant at P < 0.05). The *SOD2+/- *mice, on the other hand, demonstrated almost identical levels of expression for all of the surveyed p53 mediators of apoptosis to the age-matched, wild type controls. It is possible that increased oxidative damage may play a role in p53-mediated apoptosis in older muscle, but our data suggests that it may not be the sole causative effect. Old calorie restricted mice displayed a significant decrease in expression levels of all four of the p53-mediators of apoptosis compared to the normally fed old mice. It is clear that caloric restriction has an inhibitory effect on age-associated apoptosis of skeletal muscle, but this prevention may not be completely explained by the reduction of endogenous reactive oxygen species and the resulting decrease in oxidative DNA damage in these animals.

The role of p53 in the aging process of skeletal muscle is likely to be a complex process involving many different cellular effectors. Various proteins and pathways interact with p53 to modulate its activity. Furthermore, there are numerous p53-transcriptional targets, each with their own associated modulators that may influence muscle aging. As evidence of this complexity, we show that the expression profiles for p53-regulated genes are not identical to that of p53, as well as to each other, over the course of the mouse adult lifespan in gastrocnemius muscle (Figure 1B–E, Figure 3B–E). Future studies will concentrate on determining which specific components of the p53 pathway play a functional role in muscle aging, and organismal aging in general.

## Methods

### Animal treatments

Male C57BL/6NHsd mice were purchased from Harlan Sprague-Dawley at 6–7 weeks of age and individually housed for the remainder of their lifespan. Upon arrival to our facility, mice were fed one of two life-long dietary regimens: normal diet (ND) and caloric restriction (CR). Mice on ND were provided acidic water ad libitum and fed 84 kcal/wk which is ~15% less than the average ad libitum diet. C57BL/6NHsd mice on this dietary regiment typically have an average lifespan of 30 mo. in our colony. Mice on CR were fed a diet that resulted in a 26% difference in caloric intake to the ND animals. The diet fed to CR mice was enriched in protein, vitamins and minerals such that CR and ND mice were fed nearly identical amounts of these components. Detailed information on diet composition and feeding for ND and CR mouse diets have previously been described [49]. Five replicate mice were used for each diet and age group for microarray analysis. Dissected gastrocnemius muscle from the mice were flash-frozen in liquid nitrogen and stored at -80°C until processed for microarray or Western analysis.

### Tissue preparation and oligonucleotide array hybridization

RNA was extracted from frozen mouse tissue, transcribed to cDNA which was then used as a template to produce biotin-labeled cRNA as previously described [50]. A total of 10 μg of fragmented cRNA was used for hybridization to each MOE430A array (Affymetrix, Santa Clara, CA). After hybridization, the arrays were washed and stained with signal amplification protocol using antibody. The arrays were scanned twice and the averaged images were used for further analysis.

### Data analysis

The complete set of gene expression data has been deposited in the Gene Expression Omnibus database [51] accession # [GSE6323]. Robust Multi-Array Analysis (RMA) was used to pre-process and normalize the raw Affymetrix GeneChip data [52]. RMA is available in Bioconductor [53], an open source and open development software project for the analysis and comprehension of genomic data based primarily on the R programming language [54]. RMA fits a log-scale linear model to derive a single, normalized, summary score of expression for each probe on each array. RMA has been shown to provide greater sensitivity and specificity in detection of differentially expressed genes than the Affymetrix analysis software MAS 5.0 [52,54]. Because RMA generally provides attenuated estimates of fold-change [55], the values reported in the expression ratios for the array data are likely minimal estimates. MAS5.0 was used to compute absent/present calls. Any gene considered absent across all 15 arrays was removed from the analysis. This left 10,892 probes (out of 22,690).

### Statistical analysis

To identify genes differentially expressed over time, we used an empirical Bayes hierarchical modeling approach called EBarrays [56,57], also implemented in Bioconductor [54]. To briefly illustrate EBarrays, first consider the simple case of two biological conditions. For a given gene g, there are then two underlying levels of expression, one in each condition. These are the quantities of interest that are approximated by the expression measurements. Of most interest is the relationship between these means. In the case of equivalent expression (EE), the two means denoted by μg1 and μg2 are equal; μg1 ≠ μg2 denotes differential expression (DE). We refer to these equality and inequality relationships as expression patterns.

EBarrays assigns a probability to each gene for each pattern. To do this, the probability distribution governing the data must be described. A Gamma-Gamma (GG) model is often used. For that model, we assume the underlying expression levels are approximately distributed as Inverse Gamma; and, for a given gene g in condition k (in our simple example, k = 1,2), measured intensities arise from a Gamma distribution with mean μgk. The Inverse Gamma distribution here describes variation in the true underlying intensity levels of different genes (some genes have low expression, others high) and the Gamma distribution describes within gene variability due to biological and technical error variations. Similarly, a log-Normal Normal (LNN) model can also be used, where the underlying expression levels are assumed Gaussian, and log intensities for gene g in condition k are considered as Normally distributed with mean prescribed by μgk. Since we never know which genes are in which patterns, the full data distribution is given by a mixture: there is some probability p that the data for a given gene arise from pattern DE and a (1-p) chance that the data are EE.

For both cases, model parameters are determined by fitting the model to the full set of array data (details are given in [57]). In this way, the approach utilizes information across genes and arrays to optimize model fit, and is thus more efficient than a number of methods that make gene inferences one gene at a time. Once model parameters are obtained, probabilities for each pattern are calculated for every gene. These probabilities are referred to as posterior probabilities, since they are calculated after observing a set of data. For a given gene and expression pattern, the posterior probability quantifies evidence that the gene is in that pattern. Posterior probability thresholds can be set to control the false discovery rate (FDR) at a desired level [58]. For example, defining DE genes to be those with a posterior probability of DE exceeding 0.95 controls the FDR at 0.05.

This approach, described for two conditions, extends naturally to multiple conditions. Whereas for two biological conditions there are only the EE and DE patterns to consider, for multiple conditions there are many patterns. Given the three conditions here (young, old, and old CR), 5 expression patterns are possible (μ1 = μ2 = μ3; μ1 ≠ μ2 = μ3; μ1 = μ2 ≠ μ3; μ1 = μ3≠μ2; μ1≠μ2≠μ3). Model fit proceeds as in the two-pattern case (the details of the multiple pattern case are also given in [57]). Posterior probabilities for each of the 5 patterns were calculated for 10,892 genes under both GG and LNN assumptions. The appropriateness of model assumptions was checked using diagnostic plots. In most cases, results were similar for both models and only results from the LNN model are reported.

### Real-time (RT)-PCR

Total RNA was extracted from frozen tissue using the TRIZOL reagent (Life Technologies, Grand Island, NY). Polyadenylate [poly(A)+] RNA (mRNA) was then purified from the total RNA with oligo-dT-linked oligotex resin (Qiagen, Valencia, CA). Isolated mRNA was reverse transcribed to cDNA and amplified using the TaqMan EZ RT-PCR Kit (Applied Biosystems, Foster City, CA) (5 ng mRNA per 25 μl RT-PCR reaction volume). All primers and fluorescent probes for assayed genes, with the exception of the custom-made *p21 *and *p16*, were purchased from Assays-on-Demand Gene Expression probes (Applied Biosystems, Foster City, CA). The gene symbol and Applied Biosystem assay number for all Assays-on-Demand primer/probe sets used for RT-PCR are as follows: *gadd45 *(Mm00432802_m1), *p53 *(Mm00441964_g1), *bbc3 *(Mm00519268_m1), *pmaip1 *(Mm00451763_m1), *tnfrsf10b *(Mm00457866_m1), *bok *(Mm00479422_m1), *tbp *(Mm00446973_m1), and *gapd *(Mm99999915_g1). The sequence for the primers and probes for *p21 *and *p16 *are as follows: for *p21*, forward 5'-GGCAGACCAGCCTGACAGAT-3', reverse 5'-TTCAGGGTTTTCTCTTGCAGAAG-3', and probe 5'-TCTATCACTCCAAGGCA-3'; for p16, forward 5'- CCCAACGCCCCGAACT-3', reverse 5'- GCAGAAGAGCTGCTACGTGAA-3', and probe 5'-TTCGGTCGTACCCCGATTCAGGTG-3'. The sequence for the RT-PCR probe and primer for *p16 *was provided to us by Norman Sharpless's research group. 

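The arrays measured both transcripts used as RT-PCR references. Tbp, a general transcription factor, had 261 ± 29.6 in young, 254 ± 31.4 in old and 293 ± 21.7 in old CR mice (SD, n = 5 each). The log2 difference was -0.04 between old and young (exact permutation test, two-sided, p = 0.706) and 0.21 between old CR and old (exact p = 0.0476, adjusted p = 0.0889 over 8 tests). Gapdh, a glycolytic enzyme, was read by 3 control probe sets along the transcript. The probe set at the 3' end had 24800 ± 1520 in young, 21400 ± 2470 in old and 24800 ± 4180 in old CR mice, with log2 differences of -0.22 with age (exact p = 0.0159, adjusted p = 0.0635) and 0.20 with CR (exact p = 0.19). The middle probe set had 31600 ± 3900, 25800 ± 3050 and 30700 ± 4540 (log2 -0.29, exact p = 0.0556, and 0.24, exact p = 0.103). At the 5' end the values were 25700 ± 3770, 17900 ± 1280 and 28500 ± 3770, and the log2 differences were -0.51 with age (exact p = 0.0238, adjusted p = 0.0635) and 0.66 with CR (exact p = 0.00794, adjusted p = 0.0635). With 5 mice against 5 the smallest possible exact p is 0.00794, which over 8 tests gives 0.0635 for a single probe set, so the adjusted p says nothing of how steady either reference is.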

The expression of *TATA box binding protein *(*tbp*) and *glyceraldehyde-3-phosphate dehydrogenase *(*gapd*), which showed approximately the same expression levels as measured on the microarrays for all animals regardless of age or diet, was used to normalize all RT-PCR results. RT-PCR was performed and quantified using the ABI PRISM 7000 Sequence Detection System (Applied Biosystems, Foster City, CA).

### Western immunoblot

Tissues homogenate was prepared from frozen in modified RIPA buffer (Tris-HCL 50 mM pH 7.4, NP-40 1%, Na-deoxycholate 0.25%, NaCl 150 mM EDTA 1 mM) containing protease and phosphatase inhibitors (Sigma). One hundred micrograms of each tissue extract were separated on 12.5% SDS PAGE gel (BioRad) and transferred to PVDF membrane (Pierce). Membranes were blocked in 5% milk in Tris buffered saline 0.1% Tween 20 (TBST) for 1 hour. Membranes were incubated in primary antibody overnight at 4°C with agitation in either 5% milk or 5% BSA in TBST at the indicated dilutions (GADD45A Santa Cruz Biotechnology Inc. 1:500; p21/WAF1 Ab-6 Calbiochem 1:4000; Tubulin Sigma 1:2000). After 3 × 5 min washes, the membranes were incubated in HRP conjugated secondary antibody (Vector labs, 1:10,000 dilution) for 1 hour at room temperature. Membranes were washed as before, incubated in SuperSignal West Pico Chemiluminescent Substrate (Pierce) and exposed to film (Pierce). Band density was calculated using NIH Image J software.

## Authors' contributions

ME performed most of the experiments in the paper and wrote the first draft and contributed to all subsequent drafts of the manuscript. RA performed all of the Western work. CK and MY performed the statistical analysis on the microarray data. RW provided all of the mice used in the study and served as advisor for this project. TP was the overall director of the research, provided the funds for this study, and contributed to the writing and editing of this manuscript. All authors have read and approved of the final manuscript.

## Supplementary Material

Additional file 1 Transcripts with age effect in mouse gastrocnemius muscle. Table of transcripts, listed alphabetically, that increased or decreased significantly (PP > 0.90) with age in mouse gastrocnemius muscle. Click here for file

Additional file 2 Expression of p53-related genes in wild type and transgenic GPX4 and MnSOD mice. Relative expression ratio ± SE for mRNA levels, as determined by RT-PCR, for p21, p16, Gadd45a and p53 in (**a**) 5 month old *GPX+/+ *and *GPX+/- *and (**b**) 9 month old *SOD+/+ *and *SOD+/- *gastrocnemius muscle (n = 5 for each group). Only the expression of p53 was considered significantly different (Student's T-Test; *P < 0.05) between *GPX+/+ *and *GPX+/- *mice. Click here for file

Additional file 3 Expression of p53-mediated proapoptotic genes in wild type and transgenic GPX4 and MnSOD mice. Relative expression ratio ± SE for mRNA levels, as determined by RT-PCR, for Bbc3 (Puma), Pmaip1 (Noxa), Tnfrsf10b (Killer/Dr5) and Bok in (**a**) 5 month old *GPX+/+ *and *GPX+/- *and (**b**) 9 month old *SOD+/+ *and *SOD+/- *gastrocnemius muscle (n = 5 for each group). Only the expression of Tnfrsf10b was considered significantly different (Student's T-Test; *P < 0.05) between *GPX+/+ *and *GPX+/- *mice. Click here for file

## Figures and Tables

**Figure 1:**
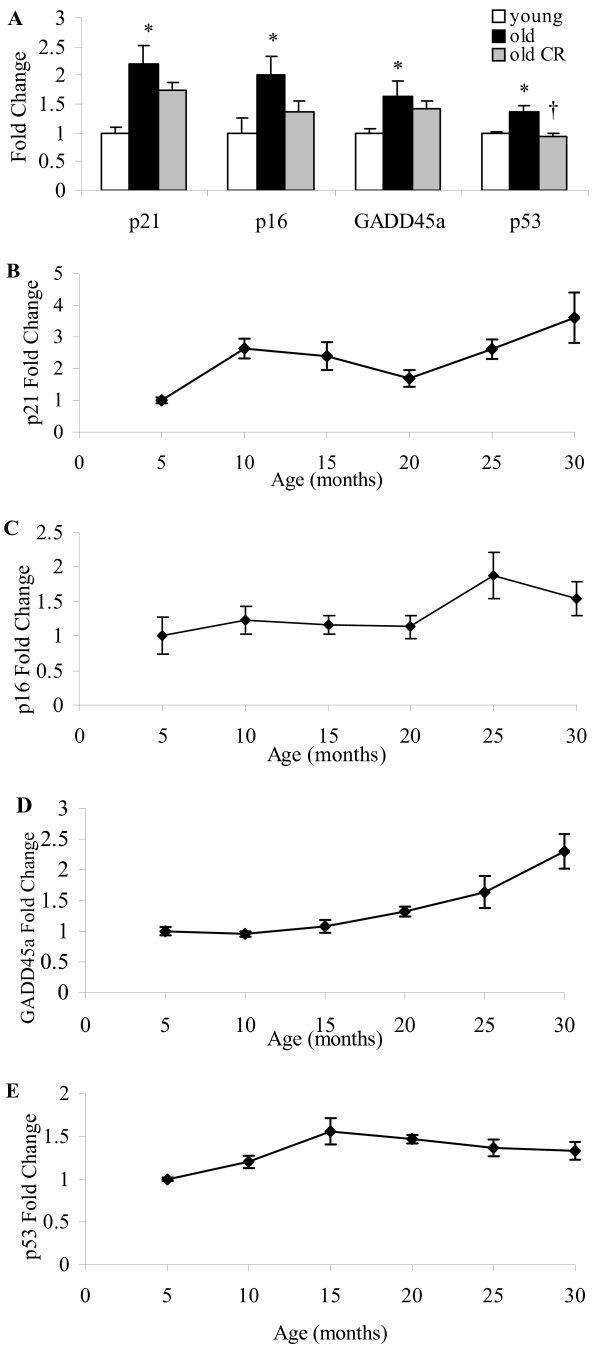
***p21*, *p16*, *Gadd45a *and *p53 *expression in mouse skeletal muscle**. (A) Relative expression ratio ± SE for mRNA levels, as determined by RT-PCR, for *p21*, *p16*, *Gadd45a *and *p53 *in young (5 month old), old (25 month old), and old CR (n = 5 for each group). (B-E) Relative expression ratio ± SE for mRNA levels for these genes over the course of the adult mouse life span (5 to 30 months of age). The mean of 5 mice ± SE was used for each data point on the graphs. Two-tailed Student's *t*-test; *P < 0.05 (young versus old) and ^†^P < 0.05 (old verses old CR).

**Figure 2:**
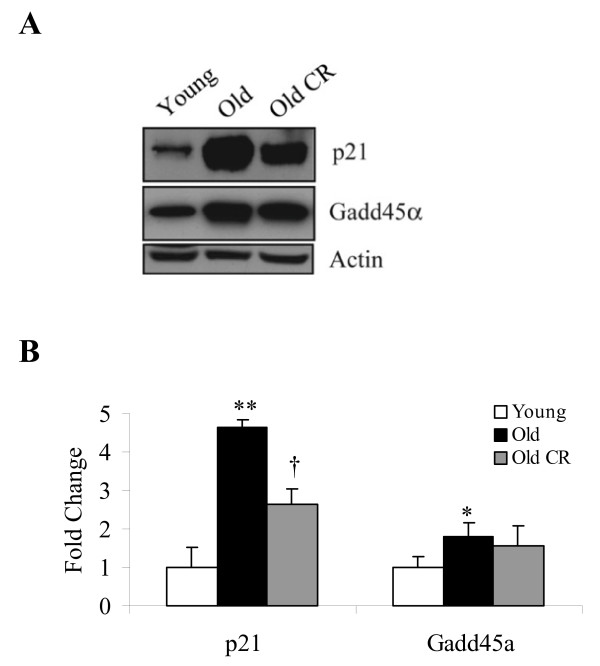
**Protein levels for p21 and GADD45a in mouse skeletal muscle**. (A) Representative western blot for p21 and GADD45a staining in young, old and old CR skeletal muscle. (B) Expression ratio information on protein levels (n = 3 and n = 4 for p21 and Gadd45a respectively for each age and diet). One-tailed Student's *t*-test; *P < 0.05, **P < 0.005 (young verses old), ^†^P < 0.005 (old versus old CR).

**Figure 3:**
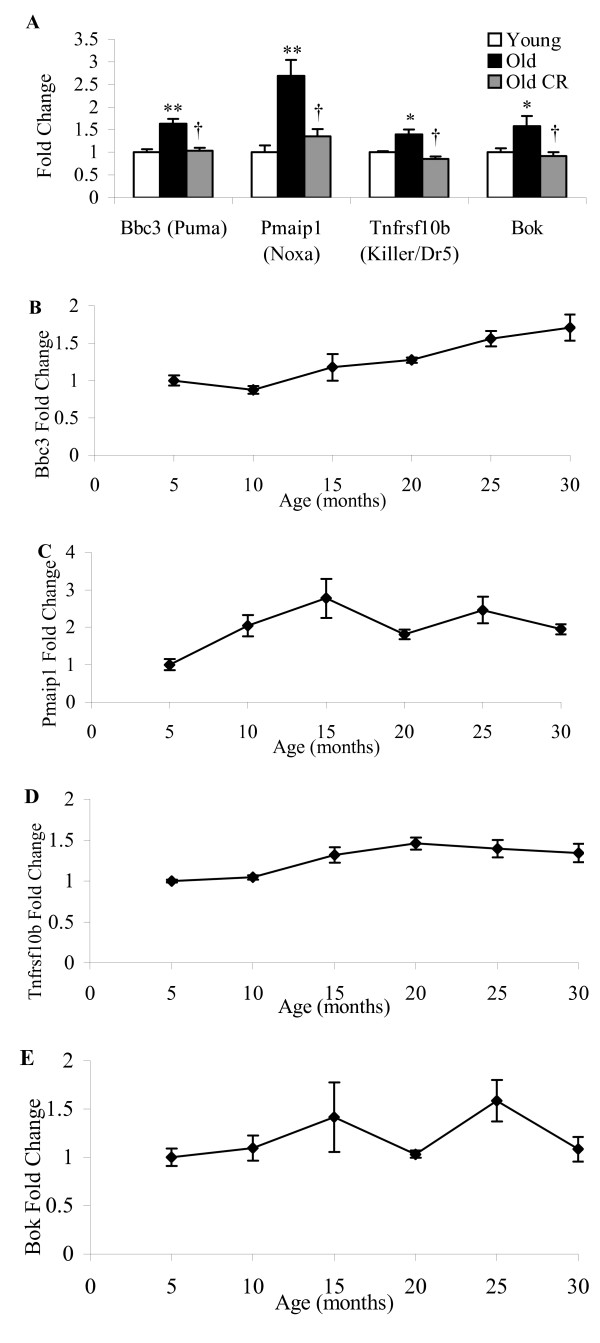
**RT-PCR of proapoptotic *bbc3*, *pmaip1*, *tnfrsf10b *and *bok *expression in mouse skeletal muscle**. (A) Relative expression ratio ± SE for mRNA levels of p53-mediated apoptotic genes in young, old, and old CR (n = 5 for each group). The mRNA levels for these four genes were also measured using RT-PCR in 5–30 month old C57BL/6NHsd mouse gastrocnemius muscle (B-E) (mean ± SE of 5 animals per age group). Two-tailed Student's *t*-test; *P < 0.05, **P < 0.005 (young verses old), ^†^P < 0.05 (old versus old CR).

**Table 1:** Biological classes of probe sets with an age effect on transcription levels in young and old mouse muscle.

	**# transcripts with age effect**		**P-value**		
			
**Biological Process**	**↓Old**	**↑Old**	**↓Old**	**↑Old**	**Ave. % CR Prevention**
lipid metabolism (4.5%)	19	13	<0.0005	NS	101 ± 9
protein metabolism (16.3%)	55	61	NS	NS	88 ± 5
carbohydrate metabolism (2.7%)	12	7	<0.05	NS	91 ± 15
energy pathways (1.7%)	10	2	<<0.0005	NS	100 ± 20
stress response (5.2%)	13	24	NS	<0.05	90 ± 8
immune response (3.4%)	4	20	NS	<0.005	99 ± 10
apoptosis (3.7%)	5	21	NS	<<0.0005	62 ± 15
**cell cycle (5.2%)**	9	28	NS	<0.005	66 ± 8
cell adhesion (4.1%)	18	11	<0.05	NS	49 ± 14
cytoskeleton organization and biogenesis (3.9%)	10	18	NS	<0.005	102 ± 12

Given in the above table are some of the more predominate biological processes, as determined by Gene Ontology [59], represented in the probe sets considered differentially expressed (PP > .90) in young and old mouse skeletal muscle. The number in parentheses is the percent each biological class represents out of all probe sets shown to have an age effect (712 total probe sets). Because genes can have multiple functions, many probe sets are associated with more than one biological process. Listed in the two middle columns on the left are the number of transcripts whose expression either decreased (↓ Old) or increased (↑ Old) in older mouse muscle. The middle columns on the right give the probability of obtaining the given transcript numbers for each biological class by chance. The last column gives the average CR prevention ± SE for all of the probe sets associated with these biological classes. The % CR prevention was calculated for each gene in the following manner: 100 × (old expression levels - CR expression levels)/(old expression levels - young expression levels). NS = not significant.

**Table 2:** Age-related effects on expression of p53-related genes in young and old C57BL/6 mouse gatrocnemius tissue.

**Gene**	**Expression Ratio**	**% CR Prevention**	**Posterior Probability**	**Representative Public ID**
*Genes That Encode Proteins That Bind P53*				
myogenic differentiation 1	1.52	101	0.9983	NM_010866
pleiomorphic adenoma gene-like 1	1.59	153	0.9987	AF147785
*Genes Whose Expression is Activated by P53 Activity*				
p21	1.92	67	1.0000	AK007630
GADD45a	1.79	44	1.0000	NM_007836
DNA-damage-inducible transcript 4	1.39	-2	0.9980	AK017926
dual specificity phosphatase 1	1.51	43	0.9992	NM_013642
IGF binding protein 3	1.28	106	0.9875	AV175389
keratin complex 1, acidic, gene 15	1.26	94	0.9890	NM_008469
mcl1	1.44	52	0.9894	BC003839
mcl1	1.45	27	0.9790	AV274748
mcl1	1.46	11	0.9539	AV318494
p53 apoptosis effector related to Pmp22	1.75	133	1.0000	NM_022032
sestrin 1	1.43	103	1.0000	BG076140
sestrin 1	1.44	60	0.9999	AV016566
pten	1.46	114	0.9798	AA214868
paternally expressed 3	1.52	99	0.9962	BM200248
retinoblastoma 1	1.50	63	1.0000	NM_009029
*Genes That Inhibit P53 Activity*				
B-cell leukemia/lymphoma 6	0.60	130	1.0000	U41465
cyclin G1	0.63	110	0.9980	BG065754
dual specificity phosphatase 10	0.48	46	1.0000	NM_022019
dual specificity phosphatase 10	0.66	49	0.9990	NM_022019
mdm2	0.63	90	0.9999	X58876

The above p53-related genes were selected from a list of 712 transcripts that were determined to be differentially expressed in young and old gastrocnemius mouse tissue using an empirical Bayes (EB) hierarchical modeling approach called EBarrays [56, 57] at posterior probability (PP) > .90. Genes listed more than once represent independent probes on the MOE430A array for the same gene identified in this statistical screen. Expression ratio = old (O) expression levels/young (Y) expression levels.

**Table 3:** Age-associated effects on the transcript levels of p53-related genes in various tissues of C57Bl6/J mice.

**Expression Ratio (%CR Prevention)**				
	**p21**	**p16**	**p53**	**Pmaip1**
**muscle**	2.2*(38%)	2.0*(65%)	1.4*(115%)	2.7**(79%)
**heart**	3.3*(104%)	2.6**(42%)	NSC	1.6*(104%)
**lung **	NSC	4.2*(62%)	NSC	1.7 (65%)
**liver**	2.6 (103%)	5.7**(23%)	1.5 (349%)	1.6 (116%)
**kidney**	1.6*(-37%)	11.2*(55%)	1.3*(94%)	1.4 (136%)
**brain**	NSC	6.6**(28%)	NSC	1.7**(34%)
**intestine**	1.5	40.6**	NSC	6.8*

Listed above are genes that are components of the p53 signaling pathway that show an age effect on expression in multiple mouse tissue-types. Expression ratio (O/Y) information is given for each gene if there was a significant difference (P < 0.05) in transcript levels, as determined by RT-PCR, between young and old or if this difference exceeded 1.2 fold and there was at least a 50% caloric restriction (CR) prevention. A total of 5 mice were used for each age group and diet (mRNA from CR mice were pooled together) for heart and muscle while 4 mice per age and diet were used for the remaining tissue types. No intestinal samples were available for old CR mice and therefore no values are given for this tissue for CR prevention. Statistical significance was determined using two-tailed Student's *t*-test, *P < 0.05; **P < 0.005. NSC = no significant change.

# Supplementary material for: Gene expression profiling of aging reveals activation of a p53-mediated transcriptional program
**Source:** BMC Genomics. 2007 Mar 23;8:80. doi: 10.1186/1471-2164-8-80
**Supplement:** Additional file 1 — Transcripts with age effect in mouse gastrocnemius muscle. Table of transcripts, listed alphabetically, that increased or decreased significantly (PP > 0.90) with age in mouse gastrocnemius muscle.

## Transcripts with Age Effect in Mouse GN Muscle

Transcripts decreased with age (PP > 0.90) in male C57BL/6 GN muscle

<sup>1</sup> Expression Ratio = old (O) expression levels/ young (Y) expression levels

<sup>2</sup> % Calorie restriction (CR) prevention = 100 X (O levels – CR levels)/ (O levels –Y levels)

Transcripts increased with age (PP > 0.90) in male C57BL/6 GN muscle

<sup>1</sup> Expression Ratio = old (O) expression levels/ young (Y) expression levels

<sup>2</sup> % Calorie restriction (CR) prevention = 100 X (O levels – CR levels)/ (O levels –Y levels)

How the deposited data were processed for this re-analysis (not part of the article)

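Gene expression was measured in the gastrocnemius of 15 male mice, 5 young (5 months), 5 old (25 months) and 5 old on CR (25 months), with 1 MOE430A array per mouse and no pooling. The authors averaged repeated scans of each array. The table they deposited holds 1 linear intensity per probe set and array. The mean of each array after trimming 2% at each end is 500.0 and the quartiles differ between arrays, as array-by-array scaling gives. The submitters' processing notes name MAS5, as the paper does, and RMA, for which the sources used here give no version. The paper's ratios, posterior probabilities and CR prevention were made from RMA values, which the deposited intensities are not, and its filter from MAS5 detection calls, which were not used here. The values were taken as deposited, with no further normalization, converted to log2 with no pseudocount, and the 64 control probe sets were left out of the tests. The design fixed for log2 values foresaw this conversion for a linear table. Control probe sets were used for the 3' minus 5' differences of Gapdh and Actb.

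The 22626 probe sets were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes, without a trend in the variance) with the 3 groups in 1 fit, and old was compared with young, old CR with old, and old CR with young. The p-values were adjusted by the method of Benjamini and Hochberg over all probe sets of a comparison, and probe sets were called at an adjusted p under 0.05. The prior degrees of freedom of eBayes were 2.17. The platform annotation gave 1 gene symbol for 20393 probe sets, several for 691 and none for 1606, and no gene was named from a probe set with several. The 43 gene lists held 1107 genes, of which 976 were measured, each by its brightest probe set, and were tested with camera (preset correlation 0.01), adjusted over the lists of each comparison. CR prevention was 100 × (old - old CR) / (old - young) from arithmetic means of linear intensity, after the paper's formula, and the share above 25% was counted. The means of old mice stand in both differences, so the share and the correlation of the age and CR differences were also taken from data simulated with no CR difference and with the old arrays split into separate sets. Single values were compared with exact permutation tests, two-sided, and relations between arrays with 100000 permutations, in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9. The number of arrays limits the precision, and no depth applies to arrays.

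Genes named in the text were the 10 probe sets with the largest rise and the 10 with the largest fall per comparison among those called, with 1 gene symbol and no overlap between the groups. To these were added the genes that the paper names, by the probe sets of its list or else the brightest one, and up to 4 members with the smallest adjusted p of each gene list that a sentence is about. Values of the probe sets in the paper's tables had been seen when this rule was set. The values of 1 gene were left out on request and are not reported here. The alternatives tried were the 10892 probe sets with the highest mean, centering of each array on its median, a fit of only the 2 groups compared, a trend in the variance with robust eBayes, array weights, the replicate number as a block, an adjusted p under 0.10, leaving out each of the 15 arrays in turn, and the paper's lognormal-normal model with 5 expression patterns. For lists, an estimated correlation, a rotation test (fry) and the mean of all probe sets of a gene were tried, and for CR prevention means of log2 values, geometric means and a share above 50%. The lognormal-normal model was written out from the methods and fitted to the brightest probe sets, with estimates of 0.23 for the SD within groups and 0.928 for the SD between probe sets after 21 iterations. It put 82.6% of probe sets in the pattern with all groups equal and 11% in the pattern in which old mice differ from both other groups. The following 3 alternatives were added after seeing the data: the mean 3' minus 5' difference as a covariate, leaving out old replicates 2 and 3, and leaving out young replicate 3 among the brightest probe sets. Quantile normalization and a variance trend among the brightest probe sets were also looked at while the data were explored, and their results are not reported. The steps were tested on simulated data with known changes, for old against young. Over 22626 probe sets limma recovered 82% of 4-fold changes. Among 10892 the lognormal-normal model recovered 82% of 2-fold changes, in a separate simulation with 100 changed probe sets (51 for limma among the brightest). The rates therefore do not rank the 2 methods, nor show how the model does on the deposited intensities.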

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

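The test of whether young replicate 3 came from an old mouse, the test of a keratin rise in every old mouse and the 3 alternatives named as added were chosen only after the result was seen. Dixon's test was run on 54 groups of 5 mice, and 3 had a mouse beyond its critical value of 0.71, where chance gives about 1 in 20.

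On the first principal component the old mice and young replicate 3 lay together, apart from the other young and the old CR mice. On the paper's list young replicate 3 was at 0.76 and the nearest other young mouse at 0.12, a gap of 0.79 of the range of the group, carried by the probe sets that are lower in old mice (1.05), since over the higher ones it was at 0.21, within the range of the other young mice. Whether young replicate 3 came from an old mouse cannot be decided from the list, which the paper chose with this mouse counted as young. Over the list's 17 collagen and immunoglobulin probe sets its median position was -0.46, and all 17 were nearer to the young mice. The collagens did not separate single mice by age (young replicate 1 at 0.52, old replicate 3 at 0.25). Over the 7 immunoglobulin probe sets the old mice lay from 0.64 upwards and young replicate 3 at -0.12. Over the whole list the median position of young replicate 3 was 0.63, with 410 of 712 probe sets nearer to the old mice. RNA integrity or labelling stays open: young replicate 3 had a Gapdh 3' minus 5' difference of 0.28 against -0.20 to -0.05 in the other young mice, yet within groups of the other 14 arrays the control difference and the position had r = -0.392 (permutation p = 0.235, adjusted p = 0.235 over 3 relations; rho = -0.198, permutation p = 0.528; r = -0.274 without old replicate 1 and old CR replicate 7), with an upper 95% bootstrap limit of 0.399. With the control difference as an added covariate all 60 age calls ended (none from limma, 1453 at an unadjusted p under 0.05). The standard errors grew by a median ratio of 1.69, and all 60 kept their direction at a median of 0.814 of their size. An age difference of the muscle stays among the explanations, untested.

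The counts were set against other splits of the same arrays into 5 and 5, 100 for each comparison with the real one included. For old against young 3 of the 100 gave at least the real 60 calls, the real split among them, so chance can be excluded only at the 5% limit set beforehand. The highest other split gave 152, with young replicates 1, 2, 4 and 5 and old replicate 5 against the rest, which points to a structure of the samples. For old CR against old only the real split, with 1102, reached its count (1 of 100, highest other 4), and likewise for old CR against young, with 20 (1 of 100, highest other 4), so chance can be excluded for both.

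The keratin signal was high in old replicates 2 and 3. The values argue against a rise in every old mouse, since 2 of 5 old mice had a keratin mean above all young mice. Skin or hair carried along with the dissected muscle stays open. Of 16 epidermis and hair genes from a list without the keratins, 7 (43.8%) had their 2 highest values in these 2 mice, where any pair of the 15 has 0.952% by chance, and 11 more genes of the list were left out because the paper's list holds them. That share is below the 50% set for this explanation in advance and above the 10% set against it, only 1 of the 16 was among the brightest probe sets, and no biological difference of these 2 mice from the other old mice was tested. Krtdap, Krtap16-3 and Krtap8-1 of the list were also not among the 16.

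The CR differences ran opposite to the age differences, with r = -0.624 and rho = -0.597 across all probe sets, which are not independent replicates, and r = -0.714 among the brightest. The old arrays are shared by both differences, and data simulated without any difference gave r = -0.50 (-0.515 to -0.48). The values argue against the shared arrays as the whole cause: the covariance was -0.169 against -0.0688 simulated (-0.072 to -0.0651), a difference of -0.1, and with the old arrays split into separate sets it was below 0 in all 20 splits (mean -0.0962, highest -0.0757). The difference in RNA controls between old mice and the other groups stays open for this pattern too, since with it as a covariate 1046 of the 1102 CR calls kept their direction, at a median of 0.677 of their size, and none was called from limma (1461 at an unadjusted p under 0.05), the standard errors having grown by a median ratio of 2.11. An effect of CR on the muscle is the biological explanation that the design names, and it cannot be told apart from the difference in controls, which runs with the groups.

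The mean log2 of the chaperone list was 10.74 in old replicate 3 and 10.57 in the next old mouse, a gap of 0.85 of the range. The intensity of p21 was 1770 in old replicate 5 and 1110 in the next old mouse, a gap of 0.737 of the range. Of the 60 probe sets called in old against young, 30 are not on the paper's list and the paper does not report them.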

How the results depend on the processing

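The covariate, the fit without old replicates 2 and 3, and the fit without young replicate 3 among the brightest probe sets were chosen after seeing the data. Values near the background of the arrays limit the calls. Of simulated 2-fold changes, with all probe sets tested, 70.6% were recovered among the brightest and 14.3% among the others. With only the brightest fitted and tested 86.3% were recovered, and the effect of the number of tests alone was not tested. Of the 20 largest changes named per comparison, 7 with age and 4 with CR came from the brightest probe sets. Of the results with a test or count that answer a comparison, 730 values under an alternative kept their direction and their side of the threshold or stayed within 1.5 times the count, 105 counts or shares moved further, 45 lost and 17 gained the call, and 1 reversed. Of single genes and the other lists, 17032 values kept both, 1094 lost and 723 gained the call, and 3 reversed. Unless said otherwise, the cause was not tested.

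Calls in old against young (60), old CR against old (1102) and old CR against young (20) numbered 596, 1794 and 214 among the brightest probe sets, 418, 1666 and 151 with a trend and robust eBayes, 380, 2289 and 99 at an adjusted p under 0.10, and 553, 746 and 233 in the paper's model. With only the 2 groups they were 6, 1029 and 6, with array weights 770, 1341 and 26, and with median centering 44, 1107 and 12. They were 0, 0 and 8 with the covariate (1453 and 1461 at an unadjusted p under 0.05 for the first and second, from limma), 7, 127 and 9 without old replicates 2 and 3, and 1537, 2118 and 143 without young replicate 3 among the brightest. Leaving out 1 array gave 0 (young replicate 1, with 3090 at an unadjusted p under 0.05 from limma) to 1067 (young replicate 3), 462 (old replicate 2) to 1657 (young replicate 3), and 7 (old replicate 2) to 34 (old replicate 4). Apart from old replicate 1 and old CR replicate 2 for the first, young replicates 1, 2, 4 and 5, old replicate 1 and old CR replicate 2 for the second, and old CR replicate 7 for the third, leaving out any one array moved the count by more than 1.5 times.

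Of the paper's 712 probe sets, 30 were called in the listed direction, and 267 among the brightest, 194 with a trend, 282 with array weights, 154 at an adjusted p under 0.10, 297 in the paper's model, 2 with only the 2 groups, 2 without old replicates 2 and 3, 0 with the covariate and 409 without young replicate 3 among the brightest; leaving out 1 array gave 0 (young replicate 1) to 341 (young replicate 3). The share of the 712 with CR prevention of 85.0% was 74.7% above 50% and 82.4% to 86.2% with 1 array left out. The share of called probe sets (57 of 60) was 81.7% above 50%, 92.8% over those called by the paper's model, 89.3% over those called among the brightest and 75% (6 of 8, young replicate 5) to 100% (14 of 14, old CR replicate 6) with 1 array left out, with none called without young replicate 1. The p53-related mean of 82.0% ran from 52.0% (old replicate 5) to 116% (young replicate 2). The p53-related median of 97.4% ran from 81.1% (old CR replicate 6) to 105% (young replicate 2).

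The log2 difference of p21 with age, 1.46, was no longer called with only the 2 groups (1.46, adjusted p = 0.0651), with the covariate (1.48, adjusted p = 0.452) or without young replicate 1 (1.37, adjusted p = 0.0549), and ran from 1.28 to 1.54 with 1 array left out. That of GADD45a, 1.12 (adjusted p = 0.135), was called among the brightest (1.12, adjusted p = 0.0456), without young replicate 3 among them (1.13, adjusted p = 0.035) and in the paper's model (1.12, PP 0.999), and its adjusted p ran from 0.109 to 0.265 with 1 array left out.

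With an estimated correlation between genes all 20 lists called with age and all 11 called with CR lost their call. Of the lists behind the paper's statements these were, with age, oxidative phosphorylation (-0.19, adjusted p = 0.364), citric acid cycle (-0.17, 0.424), glycolysis (-0.27, 0.309), chaperones (0.13, 0.232), apoptosis (0.18, 0.15), cell cycle inhibitors (0.27, 0.309), collagens (-0.41, 0.15) and keratins (0.39, 0.424), and, with CR, oxidative phosphorylation (0.26), citric acid cycle (0.25), glycolysis (0.19) and fatty acid oxidation (0.29), each at 0.639. The rotation test, which asks whether a list moves at all, did not call the citric acid cycle (-0.17, 0.106), cell cycle inhibitors (0.27, 0.0801) and keratins (0.39, 0.395) with age and the citric acid cycle (0.25), glycolysis (0.19) and fatty acid oxidation (0.29) with CR, each at 0.0671, and called the C/EBP list with age (0.27, 0.04) and CR (-0.32, 0.0111). At an adjusted p under 0.10 the C/EBP list (0.27, 0.093) and lipid synthesis (-0.34, 0.0958) passed with age.

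With age, the citric acid cycle was not called after median centering (-0.08, adjusted p = 0.0503) or with the covariate (-0.14, 0.0889), nor glycolysis with the covariate (-0.17, 0.0817). The chaperones were not called among the brightest (0.13, 0.0608), without young replicate 3 among them (0.13, 0.145), without old replicates 2 and 3 (0.09, 0.163) or with the mean of all probe sets (-0.01, 0.295), and ran from 0.09 (old replicate 3, 0.0632) to 0.14. The apoptosis list was not called among the brightest (0.09, 0.332), without young replicate 3 among them (0.09, 0.436), with the covariate (0.19, 0.13) or with the mean of all probe sets (0.04, 0.336), and ran from 0.17 to 0.20, losing its call without young replicate 3 (0.18, 0.0657). Lipid synthesis was called with the covariate (-0.59, 0.00202), without old replicates 2 and 3 (-0.50, 0.00289) and with the mean of all probe sets (-0.48, 0.0224), and ran from -0.40 to -0.23, called without young replicate 2 (0.0453), old replicate 2 (0.0391) or old replicate 3 (0.0287).

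The keratin list with age was not called among the brightest (0.38, adjusted p = 0.404), after median centering (0.48, 0.106), with only the 2 groups (0.39, 0.0527), with array weights (0.40, 0.0571) or without young replicate 3 among the brightest (0.28, 0.532), and ran from 0.10 (old replicate 2, 0.604) to 0.55, losing its call also without young replicate 3 (0.118). Without old replicates 2 and 3 it was reversed (-0.05, 0.764), as were the other epidermis and hair genes (-0.32, 0.144), since those arrays hold the keratin signal. With CR the keratins were called with the covariate (-0.95, 0.0376), with the mean of all probe sets (-0.55, 0.0398) and without old replicate 5 (0.0238), and ran from -0.71 to -0.26. Glycolysis with CR was not called with the covariate (0.06, 0.66) and ran from 0.15 (old replicate 4, 0.103) to 0.22, and lipid synthesis with CR was called with the covariate (0.65, 0.0218). With the covariate the CR differences of Ywhag (-0.71) and Bpgm (-0.30) were reversed.

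With the replicate number as a block, 0 probe sets were called in old against young (3068 at an unadjusted p under 0.05 from limma), 4 in old CR against old and 0 in old CR against young (1932 at an unadjusted p under 0.05), and 0 of the paper's 712; p21 had 1.46 (adjusted p = 0.191) and glycolysis with CR 0.12 (0.301). The numbers do not pair the mice: over 11 pairs the deviations of arrays with the same number had a mean r of -0.0225 (-0.28 to 0.09), against 0.00395 over 64 pairs with different numbers, and the block uses up degrees of freedom.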

Differences from the paper's values

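The paper lists 311 genes with higher expression in young and 401 with higher expression in old mice; here 33 probe sets were lower and 27 higher in old mice. The thresholds differ, a PP above 0.90 on RMA values in the paper and an adjusted p under 0.05 on the deposited intensities here. Of the alternatives set before the data were examined, the number of lower probe sets was within 1.5 times the paper's 311 among the brightest 10892 (345), with a trend and robust eBayes (248), at an adjusted p under 0.10 (230) and in the paper's model at its own threshold (373), and not with array weights (513), median centering (12), only the 2 groups, the replicate block or any single array left out, young replicate 3 (733) included. The number of higher probe sets was within 1.5 times the paper's 401 only without young replicate 3 (334), and not with the brightest (251), array weights (257), the paper's model (180), an adjusted p under 0.10 (150), a trend, median centering (32), only the 2 groups, the replicate block or any other single array left out. Of the paper's 712 probe sets, 30 were called here, and more were called with the paper's model (297), with array weights (282), among the brightest (267), with a trend (194), at an adjusted p under 0.10 (154), without young replicate 3 (341) and, chosen after seeing the values, without young replicate 3 among the brightest (409).

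CR prevention in Table 2, a signed value, was taken to differ where the signs differ or the gap exceeds the SD of the CR mice here. It differed for 3 of 22 probe sets: Dusp10 (46% in the paper, -2.27% here), Mcl1 (27% in the paper, -1.4% here) and Krt15 (94% in the paper, 104% here). The alternatives from means of log2 values (-1.58%, -2.54% and 141%) and from geometric means (-1.15%, -2.88% and 121%) did not close these differences. Wide gaps within the SD remained for Igfbp3 (106% in the paper, 185% here), Mdm2 (90% in the paper, 160% here) and 1 probe set of Sesn1 (60% in the paper, 102% here). From means of log2 values these gaps exceeded the SD (220%, 219% and 106%), as did that of p21 (67% in the paper, 55.3%). From geometric means Mdm2 (239%) and Sesn1 (105%) exceeded it, and Igfbp3 (206%) and p21 (67.4%) did not. The ratios and folds were taken to differ only where they were both over 1.5 times apart and further apart than the SD of the old mice. None of the 22 ratios did, but for Krt15, with 1.26 in the paper and 8.65 here, that rests on the SD, which old replicates 2 and 3 widen. The fold of GADD45a is 1.8 in the paper and 2.33 here. That of p21 is 1.9 in the paper and 2.83 here, just within 1.5 times, and it differed without young replicates 2 (2.87), 3 (2.91) or 5 (2.92) or old replicates 1 (2.94), 2 (2.99) or 3 (2.97). The paper's 87% of genes with CR reversal (85.0% here) and its mean of 77% for p53-related genes (82.0% here) did not differ. Without young replicate 2 the p53-related mean was 116%, over 1.5 times the paper's 77%, and differed. By the SD between single CR mice alone (18.9), this mean would also differ without old replicate 2 (98.6%) or old replicate 5 (52.0%).

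The paper calls GADD45a increased; its log2 difference here was 1.12 (adjusted p = 0.135), and it was called among the brightest probe sets, in the paper's model and, as chosen after seeing the values, without young replicate 3 among the brightest. The paper's text gives Marcks as reduced in old mice at all of its probe sets; here the 4 on its list had higher means in old mice (log2 0.54 to 0.91), the direction of its Additional file 1, and the 2 others differed little (0.15 and 0.21). The text names 4 probe sets of an immunoglobulin kappa chain variable gene; 3 probe sets of V28 on the list were used here. For Ccng1 and Mdm2, which Table 2 gives as declining, the probe sets of Table 2 had log2 differences of -0.65 and -0.21, and other probe sets of the same genes -0.08 and -0.04 for Ccng1 and -0.04 for Mdm2.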

Other observations

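In old CR muscle, 13 of 14 genes of slow fibers had higher means than in old muscle, by a mean log2 difference of 0.77 (camera, adjusted p = 0.000347, and adjusted p = 0.639 with an estimated correlation), with 2 genes called and 5 when adjusted over the list alone. All 15 genes of fast fibers had higher means with CR too (mean log2 0.23, camera, adjusted p = 0.00466, and adjusted p = 0.66 with an estimated correlation), after lower means of all 15 with age (-0.21, adjusted p = 0.00463, and adjusted p = 0.474 with an estimated correlation). With the 3' minus 5' covariate the slow fiber list kept its call with CR (1.16, adjusted p = 0.000135) and neither fast fiber difference was called (adjusted p = 0.378 with CR and 0.239 with age). No test compared the lists with each other. Tnnc1, the troponin C of slow and cardiac muscle, rose from 4260 ± 1470 to 11100 ± 1950 (SD, n = 5 each; log2 1.45, adjusted p = 0.027 from limma), a call that ended without old replicates 2 or 4 or old CR replicates 2, 3 or 7 (highest adjusted p 0.0641). Of 27 genes of fatty acid oxidation 7 rose and 1 fell with CR (mean log2 0.29, camera, adjusted p = 0.000483, and adjusted p = 0.639 with an estimated correlation), 10 and 1 when adjusted over the list alone. Echs1, the mitochondrial enoyl-CoA hydratase, rose from 1780 ± 108 to 3910 ± 870 (log2 1.11, adjusted p = 0.0066), Hadha, of the trifunctional protein, by a log2 difference of 0.96 (adjusted p = 0.00791), and Decr1, a reductase of unsaturated fatty acids, by 0.85 (adjusted p = 0.0113, and 0.60, adjusted p = 0.0529, at a dimmer probe set). Of the proteasome subunits 5 rose and 6 when adjusted over the list alone (1 lower), among them Psmc1 (log2 0.90, adjusted p = 0.0086) and Psmc5 (log2 0.93, adjusted p = 0.0131), while the list did not pass as a group (mean log2 0.11, adjusted p = 0.271).

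Of 18 genes of antigen presentation and complement, 3 fell with CR (H2-Aa, Cd74 and Tap1, none of them a complement gene) and none rose, 4 fell when adjusted over the list alone (mean log2 -0.50, camera, adjusted p = 0.0024, and adjusted p = 0.639 with an estimated correlation). H2-Aa, a chain of the class II complex, fell from 2490 ± 743 to 612 ± 170 (SD, n = 5 each; log2 -2.01, adjusted p = 0.00511 from limma; -1.01, adjusted p = 0.0567, at a dimmer probe set), and Cd74, the invariant chain of that complex, from 2140 ± 615 to 841 ± 224 (log2 -1.35, adjusted p = 0.0123). Of 18 macrophage markers 2 fell with CR, 5 when adjusted over the list alone (mean log2 -0.42, camera, adjusted p = 0.00258, and adjusted p = 0.639 with an estimated correlation). With age the macrophage markers were higher as a group (mean log2 0.41, camera, adjusted p = 0.000325, and adjusted p = 0.309 with an estimated correlation), with 1 called and 4 when adjusted over the list alone. Of 29 RNA splicing factors 24 had higher means in old than in young muscle (mean log2 0.25, camera, adjusted p = 7.44e-06, and adjusted p = 0.15 with an estimated correlation), with none called (3 higher when adjusted over the list alone), and their mean log2 difference with CR was -0.01 (adjusted p = 0.968).

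The paper measured 4 genes of apoptosis by RT-PCR. On the arrays their probe sets were outside the 10892 brightest and none was called. Bbc3 (puma) had 202, 240 and 253 in young, old and old CR mice (log2 with age 0.26, adjusted p = 0.644 from limma), Pmaip1 (noxa) 4.52, 5.20 and 5.29 (log2 0.07, adjusted p = 0.967), Tnfrsf10b 97.7, 67.3 and 63.1 (log2 -0.36, adjusted p = 0.835) and Bok 79.9, 148 and 135 (log2 0.83, adjusted p = 0.378).

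Of the tests that follow, that on lipid synthesis was chosen only after the result was seen. Gadd45a varied between mice of a group, and as a hypothesis this may go with the glucocorticoid response or, in the opposite direction, with lipid synthesis. Over the 15 mice, the deviations of Gadd45a from its group means and those of the mean of 22 glucocorticoid response genes, without Gadd45a, Cdkn1a, Cebpb and Cebpd, had r = 0.391 (permutation p = 0.218, adjusted p = 0.235 over 3 relations; rho = 0.332, permutation p = 0.288; r = 0.595 without old replicate 5 and old CR replicate 2). For the mean of 20 lipid synthesis genes, r was -0.639 (permutation p = 0.0675, adjusted p = 0.203; rho = -0.618, permutation p = 0.0508; r = -0.391 without old replicates 4 and 5). Neither relation passed, and the 15 mice do not decide either hypothesis.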
